# Small RNA expression and strain specificity in the rat

**DOI:** 10.1186/1471-2164-11-249

**Published:** 2010-04-19

**Authors:** Sam EV Linsen, Elzo de Wit, Ewart de Bruijn, Edwin Cuppen

## Abstract

**Background:**

Digital gene expression (DGE) profiling has become an established tool to study RNA expression. Here, we provide an in-depth analysis of small RNA DGE profiles from two different rat strains (BN-Lx and SHR) from six different rat tissues (spleen, liver, brain, testis, heart, kidney). We describe the expression patterns of known and novel micro (mi)RNAs and *piwi*-interacting (pi)RNAs.

**Results:**

We confirmed the expression of 588 known miRNAs (54 in antisense orientation) and identified 56 miRNAs homologous to known human or mouse miRNAs, as well as 45 new rat miRNAs. Furthermore, we confirmed specific A to I editing in brain for *mir-376a/b/c *and identified *mir-377 *as a novel editing target. In accordance with earlier findings, we observed a highly tissue-specific expression pattern for all tissues analyzed. The brain was found to express the highest number of tissue-specific miRNAs, followed by testis. Notably, our experiments also revealed robust strain-specific differential miRNA expression in the liver that is caused by genetic variation between the strains. Finally, we identified two types of germline-specific piRNAs in testis, mapping either to transposons or in strand-specific clusters.

**Conclusions:**

Taken together, the small RNA compendium described here advances the annotation of small RNAs in the rat genome. Strain and tissue-specific expression patterns furthermore provide a strong basis for studying the role of small RNAs in regulatory networks as well as biological process like physiology and neurobiology that are extensively studied in this model system.

## Background

miRNAs are ~22 nt-long, single stranded RNA molecules that mediate post-transcriptional regulation of gene expression by directing the RNA-induced Silencing Complex (RISC) to the 3' untranslated region (UTR) of target mRNAs [1,2]. As a result, translation is inhibited and/or the mRNA degraded [3,4]. The target spectrum of a miRNA is mostly defined by the seed, i.e. the 1^st ^or 2^nd ^7 nt, which hybridizes to the target mRNA [5,6]. miRNAs can both act as developmental switches [7-9] or subtly tune expression, when tight regulation of a gene is required [10,11]. Thousands of mRNAs are expected to be under regulatory control of miRNAs [12,13] and the presence or absence of a single miRNA has been shown to affect, albeit modestly, the level of thousands of proteins [14,15]. Thus, miRNAs form a complex regulatory network affecting the majority of genes.

A second developmentally vital class of small RNAs are the *piwi*-interacting (pi)RNAs [16,17], which play a role in the formation of the germ line. In mammals, these ~27 nt ssRNAs are expressed in the reproductive organs, mainly the testis [18,19], where two types can be distinguished. The pre-pachytene piRNAs, which are repeat- and transposon-derived, likely play a role in guiding DNA methylation to repeats, thereby silencing transposons [20] and preventing genome instability. Conversely, the pachytene piRNAs are mostly derived from a selected set of genomic clusters that show a very strong strand bias. The function of these genomic clusters, however, remains elusive [18-21].

To a certain extent, development and homeostasis of organ systems depend on miRNAs [22,23] and piRNAs [24]. The laboratory rat (*Rattus norvegicus*) is a model organism in which organ-systems physiology has been studied for decades [25]. Recent advances in techniques to genetically modify the rat [26-30] enables detailed analyses of rat physiology at molecular levels. Furthermore, well-established genetic systems, such as congenic, consomic and recombinant inbred lines are versatile tools for studying the effect of genetic variation on quantitative traits such as blood pressure [31] or gene expression [32] (corresponding to quantitative trait loci (QTLs) and expression (e)QTLs, respectively). Comprehensive small RNA inventories and profiles are instrumental in such genetical genomics and systems biological approaches, as they serve as a resource for annotation of the genome. Small RNAs are important players in many regulatory processes and are thus important for understanding disease etiology. The rat small RNA inventory described here will also be important for understanding human disease, since many rat models were selected to reflect clinical symptoms [33].

Conserved expression specificity of miRNAs has been described for a number of organ systems or cell cultures, based on (deep) sequencing approaches [34-36]. Simultaneously, species-specific miRNAs have been identified in closely related species [34,36-38], indicating that miRNAs are evolutionary dynamic. The availability of comprehensive species-specific miRNA profiles of different tissues and organ systems is an important requirement for elucidating the biological roles that miRNAs fulfill. More exhaustive profiling will likely improve existing profiles and increase insight in the basis of quantitative and qualitative variations in miRNA expression. We therefore performed digital gene expression (DGE) profiling of small RNAs from six tissues, i.e. brain, liver, spleen, heart, testis and kidney of the BN-Lx and SHR rat inbred strains, the founder strains of the BXH/HXB recombinant inbred panel [39]. We identified 588 known miRNAs (54 in antisense orientation) and 101 new rat miRNAs, originating from 276 and 61 precursor (pre) miRNA loci, respectively. Thirty-one of these pre-miRNAs were not previously characterized in rat, but were found to be homologous to mouse or human loci; 30 novel candidate pre-miRNA loci do not have an apparent homologue in these species. By generating DGE profiles for liver from three individuals from each strain, we observed strain-specific differential miRNA expression for 4 miRNAs. Finally, we identified thousands of piRNAs in the testis samples. The dataset described here greatly contributes to our understanding of miRNA divergence, variation and expression and may be a valuable resource in evolutionary analyses as well as in the interpretation of regulatory networks and functional genomics experiments in the rat.

## Results and discussion

### miRNA identification

We collected the small RNA fraction and prepared small RNA sequencing libraries from 6 different tissues (i.e. whole brain, liver, spleen, heart, testis and kidney) from two rat inbred strains (polydactyly-luxate syndrome brown Norway (BN-Lx) and spontaneous hypertensive rats (SHR), adult males). 

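Of each tissue, 1 library per strain was analysed, 12 libraries in all, so a strain has no replicate within a tissue. For each library the authors deposited the number of perfectly matching reads at every start and end position on a pre-miRNA hairpin, without normalization, with a read that fits several hairpins divided evenly between them. The reads of each hairpin arm were summed here, and the hairpins were joined to the loci of Files S1 to S4. Of 7632 sums of an arm in a library, 7625 equalled those of File S1 to within 1 read and rounding. For 60 hairpins, which were joined by their equal reads, this agreement follows from the join and is no check. A library held between 403453 and 1064894 reads in brain, liver, spleen, heart and kidney. The testis libraries held 26880 reads in BN-Lx and 29131 in SHR. Testis was amplified with 16 PCR cycles and SHR liver with 17, the other libraries with 14. Following the methods of the paper, the reads were divided by the outlier-corrected mean (ocm) of the library, which is the mean over the arms of known loci without the 3 that have most reads. The ocm ranged from 31.6 reads in BN-Lx testis to 1432 in BN-Lx brain. PCR copies cannot be told from separate molecules, so intervals and limits given for reads cover counting error only.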

The libraries were sequenced on the SOLiD platform version 2 (ABI), generating 115 million small RNA sequence reads. Of all raw reads, 41.9 million could be mapped to the rat genome (see Additional file 1, **Table S1 for individual libraries**). The length distribution of the vast majority of small RNA reads was between 18 and 23 nt, corresponding with the expected size for miRNAs. Exceptions to this observation were testis small RNAs, which are generally longer (Additional file 2, **Figure S1A**). In all tissues except testis, the majority of the reads mapped to known miRNAs [40]; small RNAs from testis were mostly derived from repeats or small RNA classes other than miRNAs most likely corresponding to (pre-)pachytene piRNAs [18-21] (Additional file 2, **Figure S1B and see below)**. We aimed to address global profiling as well as RNA editing and for profiling we only included perfectly mapping reads (6.4 million). 

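Summed over the 12 libraries, 6361646 perfectly matching miRNA reads were counted. The median library held 522669 reads, and the median without the testis libraries was 571056.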

Each tissue dataset consisted out of approximately 400,000 miRNA reads.

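At least 1 read over the 12 libraries was found for 697 hairpin arms, of which 595 derive from known loci, 57 from homologous loci and 45 from loci without known homologues. These arms lie on 277 known, 31 homologous and 30 loci without homologues in sense orientation, of which 9 could be matched to no named locus. Of the known arms, 60 were counted on the antisense strand of a known hairpin. Asking for at least 10 reads left 551 arms. The median arm had 286 reads if known, 36 if homologous and 11 if without homologues. Fewer than 10 reads were found for 18.2% of the known arms, 28.1% of the homologous arms and 48.9% of the arms without homologues.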

We identified 688 miRNAs, derived from 276 of the known miRNA loci (miRbase v12 [40]), 31 miRNA loci that were homologous to known miRbase miRNAs from either mouse or human and 30 confident novel pre-miRNA loci (Additional files 3, 4, 5 and 6, **Files S1-4)**. We assume that our global expression profiles allowed us to detect most miRNAs. Only eleven miRBase miRNAs (4%), i.e. rno-mir-7b, 147, 291a, 297, 327, 335, 347, 340, 349, 352 and 671, were not detected. This is likely due to the absence of the miRNA in the investigated tissues, or highly specific expression in a limited number of cells. 

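Of these 11 miRNAs, mir-291a and mir-297 are among the hairpins of the deposited files. In the 12 libraries, mir-291a had 0 reads and mir-297 had 1. In the 4 further livers that were sequenced for the comparison of the strains, mir-291a had 7 reads, 3 in BN-Lx liver 3 and 2 in each of SHR livers 2 and 3.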

Eight of the novel miRNAs reside in close proximity (< 100 kb) to known miRNAs in the rat. 

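In the coordinates of Files S1 to S4 (RGSC3.4), the distance from each of the 30 loci without homologues to the nearest known locus on the same chromosome was computed. It was under 100 kb for 5 loci, which are named here after their distances were seen. On chromosome X, mir-3551 (152841101 to 152841182) lies 644 bp from mir-471, mir-741 (152842633 to 152842728) lies 1578 bp from mir-463, and mir-3580 (152867129 to 152867209) lies 10988 bp from mir-871, all on the minus strand. On chromosome 10, mir-3594 (109476482 to 109476546) and mir-3562 (109478589 to 109478700) lie on the minus strand, 49405 bp and 51512 bp from mir-3065 on the plus strand.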

We obtained reads from both the 5' and 3' arm for 73.4% of the pre-miRNAs. 

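With at least 1 read over the 12 libraries as the minimum, both arms were found for 310 of 387 detected hairpins (80.1%), antisense hairpins included. The share moved most when at least 10 reads were required of each arm, to 59.7%.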

Although the arm with the lowest read frequency is likely to represent the miRNA* sequence, it is also clear that the read frequency of small RNAs is subject to capture bias [41] and read frequencies per arm may be misleading. Therefore, we treated miRNAs derived from either hairpin arm as individual entities for further analysis steps. Seed (nt 1-7 or 2-8) overlaps with known miRBase miRNAs showed that the majority of miRNAs is conserved; 515 are conserved in rodents, whereas comparison to all categorized vertebrates shows that 610 seeds are conserved. Likely, the higher number of seed conservation in all vertebrates is due to the poor miRNA annotation in most rodents. Seventy-seven miRNAs (Additional file 7, **File S5**) contain seeds without known homologues in vertebrates, of which twenty-four are derived from the opposite strand of known miRNAs. These may represent rat-specific miRNAs, although it cannot be excluded that these remain to be detected in other species.

### Tissue-specific miRNA profiles

miRNAs may act redundantly [42] or in concert [43,44]. In order to understand the function of miRNAs in specific tissues, it may therefore be helpful to identify global miRNA profiles. To be able to compare miRNA profiles, we normalized the miRNA reads per tissue and determined the relative expression of miRNAs among the six tissues. 

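Spearman's rho of the BN-Lx and SHR libraries of a tissue was computed across the miRNA arms with at least 1 read in either library, between 376 arms in testis and 599 in brain. The lowest rho was 0.852 in testis (95% bootstrap interval over arms 0.805 to 0.890) and the highest 0.951 in brain (0.937 to 0.961). The median of the 6 tissues was 0.916. Arms are not independent replicates, so no p-value is given. With at least 1 read in both libraries the lowest was 0.909 in kidney and the highest 0.962 in brain. With every library thinned to the depth of the shallowest, they were 0.803 in kidney and 0.885 in brain.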

Comparisons between strains showed highly similar expression profiles, with the Spearman's ρ ranging from 0.88 (testis) to 0.95 (brain). The ρ among different tissue profiles was considerably lower, as expected [45], ranging from 0.62 (brain vs. Testis) to 0.87 (*e.g*. liver vs. spleen) (Additional file 8, **Figure S2**). 

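Across the 60 pairs of a BN-Lx or SHR library of a tissue with a library of another tissue, the median rho was 0.626. The lowest was 0.486 (95% bootstrap interval over arms 0.403 to 0.571), between BN-Lx liver and SHR testis. The highest was 0.824 (0.790 to 0.856), between BN-Lx spleen and SHR liver.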

We determined the number of reads that covered individual known miRNAs (Figure 1A, B, C and Additional file 9, **Figure S3**) and observed that 38% of the known miRNAs are ubiquitously expressed among all tissues that were assayed, whereas only 14% of the homologous and 2% of the novel miRNAs were identified in all examined tissues.

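At least 1 read in each of the 12 libraries was found for 222 of the 595 known arms (37.3%), 8 of the 57 homologous arms (14.0%) and 1 of the 45 arms without homologues (2.22%). The share of known arms moved most when at least 5 reads were required in each library, to 22.4%. With every library thinned to the shallowest depth, the shares were 25.2%, 7.69% and 4.76% of the arms that still had a read.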

**Figure 1:**
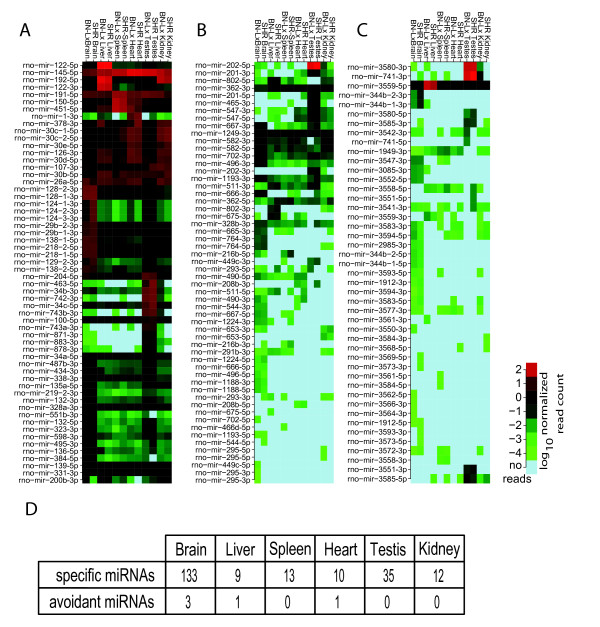
**miRNA tissue expression profiles**. **A-C) **Heatmaps show the expression (normalized, log_10_) of miRNAs. Each arm is represented separately, as are miRNAs in the reverse orientation (if applicable). In **(A)**, the first 10% of the heatmap is shown. miRNAs derived from loci that are homologous to miRBase human or mouse miRNA loci are shown in **(B)**. Completely novel miRNAs are shown in **(C)**. The legend is valid for the 3 heatmaps. **D) **Each tissue expresses a distinct set of miRNAs (tissue specific miRNAs). Also, some miRNAs are specifically not expressed in certain tissues (tissue avoidant miRNAs). miRNAs are specific in both replicates and the arbitrary, but strict, cutoff of 5-fold difference in expression was applied to determine specificity and avoidance.

To systematically detect miRNAs that are differentially expressed between tissues, we applied a strict (5-fold) expression level difference that had to apply for each of the two strains. By applying this conservative cut-off we excluded subtle expression differences and expected to only include miRNAs that exert tissue specific regulatory roles. By demanding that this threshold is met in both strains, it is guaranteed that these differences are not specific for a specific genetic background. 

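A miRNA arm was counted as tissue-specific when its reads divided by the ocm were at least 5 times those in every other tissue in both strains. Of the 697 arms, 210 met this rule, and all 210 are in Table S2. The count moved most when only the BN-Lx libraries were used, to 317 arms. With the strains as the replicates of a tissue, an edgeR quasi-likelihood test against each of the other 5 tissues called 157 of 456 arms tested, of which 117 met the 5-fold rule as well.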

At this threshold, we identified a set of 212 tissue-specific miRNAs. 

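Under the 5-fold rule, 131 arms were specific to brain, 35 to testis, 13 to spleen, 12 to kidney, 10 to heart and 9 to liver. The 3 arms with the highest mean were mir-128-1-3p, mir-128-2-3p and mir-138-1-5p in brain, mir-1-3p, mir-133a-3p and mir-133a-5p in heart, and mir-200b-3p, mir-429-5p and mir-205-5p in kidney. In liver they were mir-122-5p, mir-122-3p and mir-31-5p, in spleen mir-223-3p, mir-142-3p and mir-217-5p, and in testis mir-202-5p, mir-742-3p and mir-34b-3p. Relative to the ocm, mir-128-1-3p had 21.8 in BN-Lx and 23.1 in SHR brain, mir-1-3p had 13.9 and 23.0 in heart, mir-200b-3p had 2.13 and 6.27 in kidney, and mir-223-3p had 85.6 and 118.0 in spleen. The paralogues mir-128-1 and mir-128-2 share reads, as do other arms of paralogous hairpins, so their separate values are uncertain. Fewer than 10 reads in a strain lay behind 7 of the 13 spleen-specific arms and 23 of the 131 brain-specific arms. The arm with most reads was mir-29a-3p in brain, mir-122-5p in liver, mir-21-5p in spleen, mir-145-5p in heart and in testis, and mir-192-5p in kidney, the same in both strains.

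**Figure D1:**
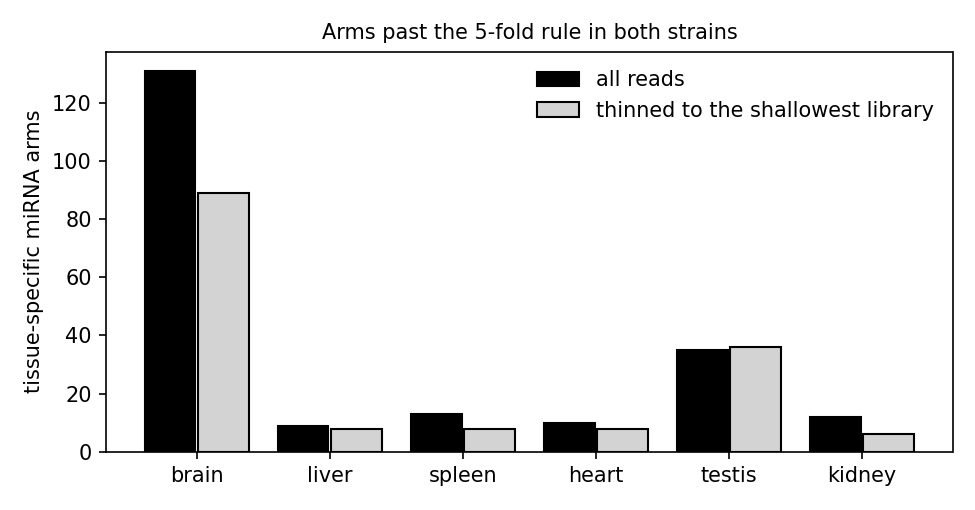
Number of tissue-specific miRNA arms in each of the 6 tissues, with all reads (black bars) and in 1 draw of every library at the depth of the shallowest (grey bars). Brain has the most arms with all reads (131) and in the draw (89).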

The number of tissue-specific miRNAs varies considerably between tissues, ranging from 9 in liver to 133 in brain (Figure 1D and Additional file 10, **table S2**). 

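Of the arms specific to testis, 10 had fewer than 10 reads in a strain and 4 had at most 1. Every library was thinned 100 times to the depth of the shallowest. The median number of arms specific to testis was then 37 (range 34 to 40) and that of arms specific to brain was 83 (75 to 92).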

Notably, we find 35 tissue-specific miRNAs in testis, the tissue from which we obtained least miRNA reads. This excludes coverage as a confounding factor in this analysis. By applying a 5-fold lower expression threshold in a specific tissue, we identified miRNAs that specifically lower expressed (or avoidant) in a given tissue. Five miRNAs are specifically depleted in brain, liver or heart (Figure 1D). These miRNAs are medium to highly expressed in all other tissues analyzed (Additional file 9, **Figure S3)**.

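The opposite rule, an ocm-normalized value at least 5 times lower than in every other tissue in both strains, was met by 41 arms: 3 in brain, 3 in liver, 3 in heart and 32 in testis. All 32 arms of testis had 0 reads in both testis libraries, where 3 reads amount to 0.0950 of the ocm in BN-Lx and 0.0851 in SHR. At least 1 read in the avoided tissue in each strain, a condition chosen after the values were seen, left 5 arms: mir-199a-5p, mir-214-3p and mir-339-3p in brain, mir-7a-1-3p in liver and mir-466b-1-3p in heart. Using BN-Lx alone moved the count most, to 123. The edgeR test called 42 arms, 29 of them in brain.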

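For mir-199a-5p, which lies on chromosome 13 (77910767 to 77910876, RGSC3.4), the ocm-normalized value was 0.138 in BN-Lx brain and 0.0387 in SHR brain, and between 1.20 and 5.40 in the other libraries. For mir-214-3p it was 0.00908 and 0.00967 in brain (13 and 11 reads), and between 0.101 and 0.308 elsewhere. For mir-339-3p it was 0.00489 and 0.00264 in brain (7 and 3 reads), and between 0.0329 and 0.0633 elsewhere. The reads of mir-7a-1-3p in liver were 7 and 6, and those of mir-466b-1-3p in heart were 1 and 3, so both ratios rest on few reads.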

Some of these tissue-specific expression patterns are evolutionary conserved, for instance, the testis-specific *mir-202 *was previously reported to be testis-specific in chicken as well [46]. 

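The hairpin of mir-202, a locus homologous to a known miRNA, lies on chromosome 1 (199758111 to 199758226, minus strand, RGSC3.4). Its 5' arm had 654 reads in BN-Lx testis and 1240 in SHR testis, 20.7 and 35.2 times the ocm. In the other 10 libraries it had at most 46 reads, in BN-Lx kidney, where that is 0.0660 of the ocm. Its 3' arm had 15 and 21 reads in testis and 2 in BN-Lx kidney, and 0 reads in the other libraries.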

Other specifically expressed miRNAs that we verified are *mir-208*, which is known to be restricted to the heart [47] and *mir-122*, the most prominent miRNA in liver [48]. 

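The 5' arm of mir-208 had 894 reads in BN-Lx heart and 1577 in SHR heart, 1.94 and 2.16 times the ocm, and at most 2 reads in each of the other libraries. In liver, mir-122-5p had 124614 reads in BN-Lx and 161586 in SHR, 315 and 380 times the ocm, and took 26.6% (95% exact binomial interval 26.5% to 26.8%) and 32.2% (32.1% to 32.4%) of the reads of the library. Relative to the ocm, the next tissue was testis in both strains, with 29 reads in BN-Lx and 21 in SHR.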

Brain, the most complex tissue in our dataset, also contains most tissue-specific and avoidant miRNAs. Eighteen miRNAs that have no known homologs are expressed in a tissue-specific manner, of which 5 are present in testis (the least covered datasets), 1 in liver, 1 in spleen and 11 in brain. 

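Under the 5-fold rule 18 arms without known homologues were tissue-specific, 11 in brain, 5 in testis, 1 in liver and 1 in spleen. With at least 10 reads in the tissue in each strain, 7 remained, 5 in brain and 2 in testis. With every library thinned to the depth of the shallowest in 100 draws, the median was 2 such arms in brain (range 0 to 5) and 5 in testis (4 to 6), and brain had more than testis in none of the draws. The edgeR test called 3.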

The enrichment for both testis and brain-specific miRNAs in this dataset partially excludes lack of sequencing depth as a confounding factor. These results suggest that the emergence of expression of novel miRNAs occurs in a tissue-specific fashion. Furthermore, these novel tissue-specific miRNAs are found primarily in the brain, confirming earlier observations that miRNAs might play an important role in the evolutionary plasticity of the brain [49].

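Over all classes, the brain-specific arms made up 131 of the 210 tissue-specific arms with all reads, and 89 of 155 in the draw at 1 depth that the plot of arms by tissue shows. The paper reasons from the number of arms specific to testis, its least covered tissue, that coverage does not account for the differences between tissues. From the arms without homologues it proposes that expression of such miRNAs arises tissue by tissue, and it relates their number in brain to a part for miRNAs in the evolution of that tissue.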

### Tissue-specific RNA editing

An auxiliary pathway to regulate miRNA expression and targeting is via the deamination of adenosines into inosines, a process known as RNA editing [50-52]. This process is mediated by adenosine deaminases acting on RNA (ADAR) [50]. During sequencing, inosines are read as guanines. To identify RNA editing we specifically identified A to G changes in otherwise perfectly mapped miRNA sequences and selected those miRNAs that are edited in at least 10% of the reads. After this selection we found that six miRNAs were subject to editing, including five positions in the miRNA seed region (Figure 2A). The most abundantly edited miRNA is *mir-376b*, in the brain (Figure 2B), fitting with the observation that in murine and human brains, *mir-376a/b/c *are targets of the RNA editing machinery [51,52]. We find the *mir-376a/c *isoforms to be edited as well, albeit to a lesser extent (Figure 2B). Importantly, in the case of *mir-376a-5p*, *mir-376b-5p*, *mir-376a-3p *and *mir-376-3p *the edited nucleoside resides in the seed region, which is instrumental in targeting the miRNA to its target and could therefore lead to an altered target spectrum.

**Figure 2:**
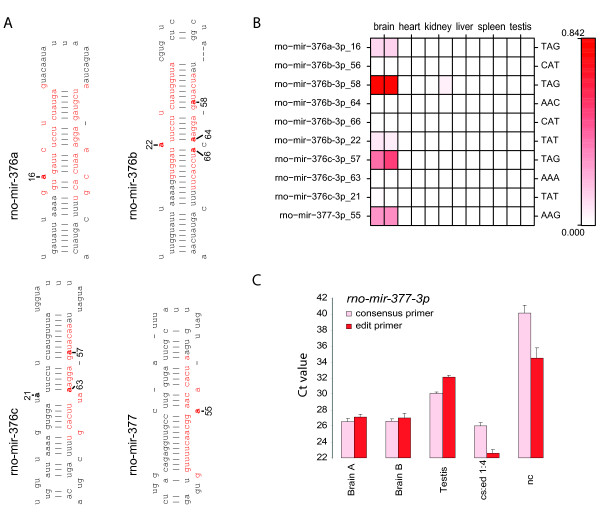
**Edited miRNAs**. **A) **miRNAs of which at least 10% was found to be edited. Shown are the precursors in their predicted folding structure. Red sequences represent miRNAs that are covered in our DGE profiles, bold "a"s along numbers indicate known and newly detected editing positions. **B) **Fractions of edited vs consensus miRNAs. Columns represent duplicates from each tissue, rows indicate miRNAs and edited position on the precursor. The red intensity reflects the fraction of edited miRNAs (edited miRNAs on this position/(edited + consensus miRNAs)). The triplets on the right side reflect the wild-type allele of which the middle adenosine is edited. **C) **qPCR data for *mir-377*. The first two bars describe results obtained from brain, the only tissue from which *mir-377 *was cloned. The ΔCt in brain corresponds to a ~2.7 fold higher expression of the consensus compared to the edited miRNA. Testis served as a negative input control. The specificity of the primers is indicated by the synthetic consensus and edited miRNA, mixed in a 1:4 ratio (cs: consensus, ed: edited). nc: primers only.

In addition to known editing targets, such as *mir-376b*, we also identified the brain-specific *mir-377 *that was hitherto unknown to be edited. To quantify the degree of editing we verified editing of *mir-377 *by qRT-PCR analysis (Figure 2B, C, Additional file 11, **Table S3**). Based on dilution series we confirmed that the level of editing was ~37%, which is comparable to the level of editing as determined by DGE profiling.

### Strain specificity in the liver

The two strains from which we prepared small RNA libraries are the founder strains of the BXH/HXB recombinant inbred panel [39]. This is a well-established panel of rat strain that has been used for defining expression quantitative trait loci (eQTLs). As an initial indexation, we determined the liver miRNAs that are differentially expressed between the two strains. To estimate the biological variation between individuals, we performed DGE profiling on liver samples of three BN-Lx and three SHR rats. 

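The 6 liver libraries were analysed as deposited, in reads per hairpin arm without normalization, with 3 rats per strain. The first liver of each strain is the library of the six-tissue set, with 468081 reads in BN-Lx and 501209 in SHR. The further livers held 1369540 and 1167607 reads in BN-Lx and 3068040 and 3229461 in SHR. Their files hold reads from 15 nt, whereas the shortest read of the six-tissue set was 17 nt. Reads under 17 nt made up at most 0.278% of a library. The first livers of both strains lay apart from the other 4 on the leading axis of a multidimensional scaling plot (51.4% of the variation). The strains were compared with edgeR's quasi-likelihood test with TMM normalization, and with the test of the paper's methods, which sets the log2 ratio of the ocm-normalized means against the 41 miRNAs of nearest expression. With 3 against 3 rats the smallest p of an exact permutation test is 0.1.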

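Of 270 miRNA arms tested in liver by edgeR's quasi-likelihood test, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.994. At an unadjusted p of 0.05, 8 arms passed, 5 higher and 3 lower in SHR, a balance that depends on the filter and the scaling: with no filter beyond 1 read 25 arms passed, 7 higher and 18 lower, and with scaling by total reads 5, 2 higher and 3 lower. DESeq2 called 0 arms as well, with 10 at an unadjusted p of 0.05. The biological coefficient of variation between livers was 0.623. The livers of the strains did not overlap for 23 arms (8.5%). Chance gives 10% if the livers are exchangeable, which is not exact here, since livers with the same replicate number deviate together. The window test of the paper, which uses no spread between livers, called 5 of 442 arms, and is the alternative that moved the count most. These were mir-742-3p, mir-741-3p, mir-743a-3p and mir-471-3p, higher in BN-Lx, and mir-34a-5p, higher in SHR. Without BN-Lx liver 3 the window test called 0 arms, without SHR liver 3 it called 2, and without any other liver between 5 and 7. Within the 4 further livers edgeR called 0 of 303 arms (40 at an unadjusted p of 0.05), and the six-tissue set holds 1 liver per strain, which gives no test.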

By estimating the variance in similarly expressed miRNAs within one strain (see methods for details) we found four miRNAs that were differentially expressed between strains *(p < 0.05) *in the liver, *i.e*. two increased in BN-Lx and two increased in SHR liver (Figure 3A). 

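Both mir-742-3p and mir-741-3p derive from minus-strand hairpins of chromosome X, that of mir-742 at 152829269 to 152829345 (RGSC3.4). In BN-Lx livers 1, 2 and 3 mir-742-3p had 0, 10 and 139 reads, and in the SHR livers 0, 0 and 4. The means relative to the ocm were 0.0604 ± 0.0954 (SD, n = 3) in BN-Lx and 0.000598 ± 0.00104 in SHR. As both arms fell below edgeR's expression filter, they were fitted without it, over 550 arms. The log2 fold change of mir-742-3p, SHR over BN-Lx, was -5.92 (standard error 1.60, adjusted p = 0.364 from edgeR's quasi-likelihood test). For mir-741-3p the reads were 0, 15 and 70 in BN-Lx and 1, 0 and 2 in SHR, a log2 fold change of -5.27 (standard error 1.47, adjusted p = 0.364 from the same edgeR test). Per read of the library, its 85 reads against 3 are a ratio of 64.1 (95% exact interval 21.2 to 317, counting error only). A two-sided exact permutation test gave p = 0.4 for each arm. Adjusted over the list alone, which the paper chose on these livers and which is not independent evidence, the edgeR p was 0.00530 for both. BN-Lx liver 3 decides the values: without it the log2 fold changes were -2.66 for mir-742-3p and -3.31 for mir-741-3p. Within the 4 further livers they were -6.25 and -6.34.

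**Figure D2:**
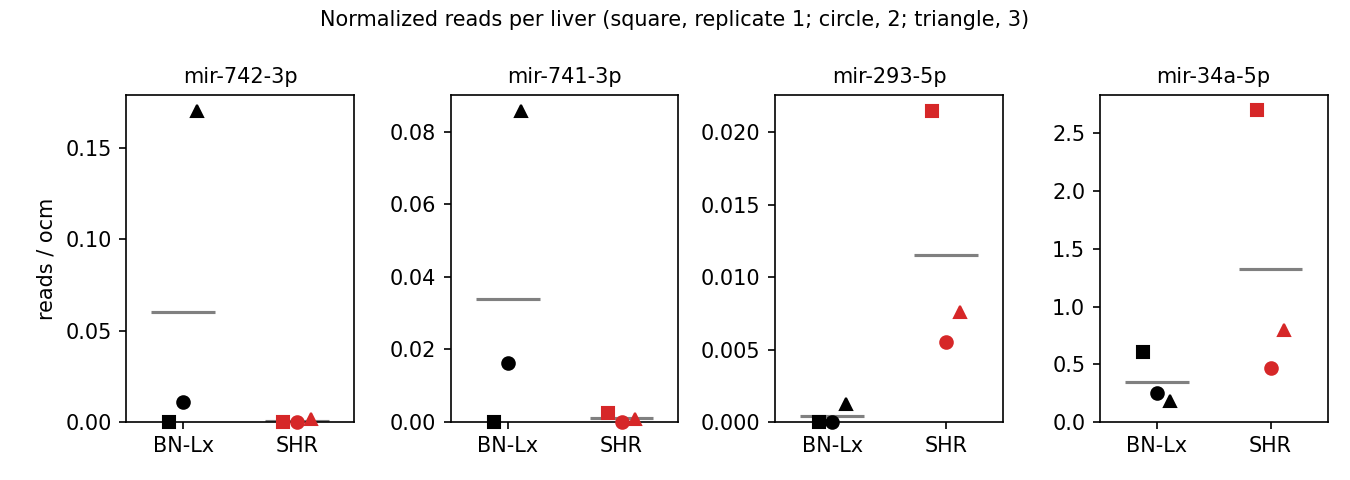
Normalized reads (reads divided by the ocm) of mir-742-3p, mir-741-3p, mir-293-5p and mir-34a-5p in each of 3 BN-Lx (black) and 3 SHR (red) livers, with a grey line for the mean and a square, a circle and a triangle for replicates 1, 2 and 3. For mir-742-3p and mir-741-3p the highest value is BN-Lx liver 3, and for mir-34a-5p it is SHR liver 1.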

The two miRNAs that were more prominent in BN-Lx, *mir-742-3p *and *rno-mir-741-3p*, reside in the same genomic cluster and may thus originate from the same primary transcript. 

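The hairpin of mir-293 lies on chromosome 1 (64273309 to 64273420, minus strand, RGSC3.4). Its 5' arm had 0, 0 and 1 reads in the BN-Lx livers and 9, 12 and 17 in the SHR livers. The 3' arm had 2, 2 and 5 reads in BN-Lx and 0, 0 and 59 in SHR, a log2 fold change of 1.33 (standard error 1.42), with all SHR reads in liver 3. Per read of the library, the 38 reads against 1 are a ratio of 16.8 (95% exact interval 2.84 to 681, counting error only). All SHR livers lay above all BN-Lx livers (two-sided exact permutation test, p = 0.1, the smallest possible). The log2 fold change was 4.19 (standard error 1.36, adjusted p = 0.522 from edgeR's quasi-likelihood test without the expression filter, 0.0101 adjusted over the list alone). Within the 4 further livers it was 3.50. In the window test its adjusted p was 0.107.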

We found that the *mir-293-5p *homologue, which was not previously identified in the rat, was upregulated in SHR livers. Finally, we found that *mir-34a-5'*, which is known to be a transcriptional target of the pro-apoptotic p53 protein [53], was robustly increased in the SHR liver. 

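From a hairpin on chromosome 5 (167187897 to 167187998, plus strand, RGSC3.4), mir-34a-5p had 237, 229 and 148 reads in the BN-Lx livers and 1133, 1029 and 1774 in the SHR livers. Relative to the ocm this is 0.346 ± 0.230 (SD, n = 3) in BN-Lx and 1.33 ± 1.21 in SHR. The log2 fold change was 1.96 (standard error 0.727, unadjusted p = 0.0300, adjusted p = 0.994 from edgeR's quasi-likelihood test over 270 arms). A two-sided exact permutation test, which ignores the replicate numbers, gave p = 0.2, since the livers of the strains overlap. Between livers of the same number SHR was higher each time: 2.71 against 0.609, 0.471 against 0.247 and 0.796 against 0.181 of the ocm. With the replicate number as a block, edgeR's quasi-likelihood test gave an unadjusted p of 0.00604 and an adjusted p of 0.482. Without SHR liver 1, amplified with 17 PCR cycles, the log2 fold change was 1.06, and within the 4 further livers it was 1.70. With the six-tissue livers against the further livers as a term and no expression filter, a setting chosen after seeing the data, edgeR called mir-34a-5p at an adjusted p of 0.0489 (range over its edgeR and DESeq2 alternatives 0.0489 to 1.00). The 3' arm of the hairpin had 10 reads in BN-Lx and 93 in SHR, a log2 fold change of 2.13 (standard error 0.535). For let-7a, which the paper also measured by qPCR and whose paralogues share reads, the 5' arm of let-7a-1 had a log2 fold change of -0.41 (standard error 0.562).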

We confirmed the differential expression of this miRNA by qRT-PCR (Figure 3B). The observed ΔCt of ~1.5 approximates the observed difference in our sequencing datasets (Figure 3A, B).

**Figure 3:**
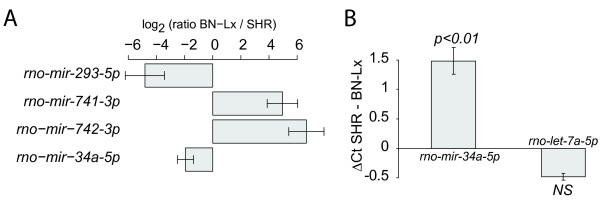
**Strain-specific miRNA expression**. **A) **Strain-differentially expressed miRNAs in the liver. The error bars indicate the estimated standard deviation (see methods for details). Only miRNAs of which the expression was significantly different (*p < 0.05*) are shown. The read frequency is normalized to the ocm (see methods for details). **B) **Differential expression of *mir-34a *confirmed by qPCR. The barplots show ΔCt values. This data was obtained from 3 × 3 replicates of each strain. The error bars show the combined standard deviation of all replicates for each miRNA. The student's T-test (2-sided) only assigned significance *(p < 0.01*) to mir-34a. NS, not significant.

Expression of *rno-mir-741-3p *and *mir-742-3p*, which reside in the *mir-463 *genomic cluster and is thus likely to be expressed as a single transcript [54], is strain-specific. This suggests that miRNA-specific post-transcriptional regulation could strongly affect miRNA expression. 

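Apart from mir-741-3p and mir-742-3p, 18 arms of the mir-463 cluster had reads in the livers, 409 in BN-Lx and 9 in SHR. All 18 had a negative fitted log2 fold change of SHR over BN-Lx, with a median of -4.76. In 12 of them SHR had 0 reads, so their fitted values depend on the prior count. With SHR set to a floor of 3 reads over its livers in these, and leaving out 3 arms with too few reads for a fold, all 15 were lower in SHR with a median of -3.68. Of the 409 reads, 371 were in BN-Lx liver 3, 35 in liver 2 and 3 in liver 1. For mir-463-5p BN-Lx had 1, 9 and 152 reads and SHR 0 in all 3 livers, so that 152 of its 162 reads were in BN-Lx liver 3. In the edgeR fit without the expression filter its adjusted p was 0.177. From the strain-specific expression of 2 members of 1 cluster, the paper proposes that post-transcriptional regulation of single miRNAs can have a strong effect on their expression.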

In order to investigate the conservation of this cluster, we aligned its pre-miRNAs to the genome of the mouse. The mouse is the best annotated close relative of the rat and shares common ancestry with the rat 12-24 Mya [55]. We find that the *mir-463 *cluster is located in a syntentic region on chromosome X and is most prominently, but not uniquely, expressed in testis in both mouse and rat, indicating conservation of location and expression (Additional file 12, **Figure S4A, B) **[34]. *rno-mir-741 *is partially conserved; the syntenic mouse miRNA is *mmu-mir-741*. 

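Reads of the mir-463 cluster made up 10.7% (95% exact interval 10.4% to 11.1%) of the BN-Lx testis library and 14.4% (14.1% to 14.9%) of the SHR testis library, 2886 and 4209 reads. In the other 10 libraries of the six-tissue set the largest share was 0.0588%, in BN-Lx kidney, with 320 reads. The SHR kidney library held 6 reads of the cluster. Brain held 33 reads in BN-Lx and 35 in SHR.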

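The 3' arm of mir-741 had 271 reads in BN-Lx testis and 507 in SHR testis, 8.58 and 14.4 times the ocm, and 103 reads in BN-Lx kidney. Its 5' arm had 1 read over the 12 libraries of the six-tissue set, in BN-Lx testis.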

Notably the strongest diverged arm of *rno-mir-741*is the most abundant arm in our cloning data (Additional file 12, **Figure S4B**) and is the only miRNA arm that is described in *mmu-mir-741*, suggesting that expression is conserved while the sequence has diverged.

While most miRNA seeds on this cluster are strongly conserved between rat and mouse, divergence is an ongoing process that occasionally introduces novel functional miRNAs. Strain-specific processing of such miRNAs potentially precedes divergence: if by such regulation the miRNA expression is low, the miRNA itself can diverge without serious consequences. This may be one mechanism by which miRNAs evolve within this *mir-463 *cluster, in which the *rno-mir-741/mmu-mir-741 *ancestral miRNA has diverged between mouse and rat.

### piRNAs

The majority of small RNAs in the testis that we identified in our experiments were either repeat-derived or lacked annotation. Most likely these small RNA reads represent germline-specific piwi-assiociated RNAs (piRNAs). Because piRNAs function in genome maintenance by silencing of transposon sequences [16,17,56], we first investigated the piRNAs that mapped to annotated repeats like long tandem repeats an other transposon-derived repeats. Repeat-derived piRNAs are thought to be generated via a "ping-pong" mechanism [17]: a piRNA hybridizes to a target, which is subsequently cleaved along position 10 of the piRNA. By further processing, a novel piRNA is generated from the original target. In vertebrates, the maturation of piRNAs does not depend on *Dicer*, but on *piwi *homologues [18,56,57]. They archetypically start with a 5' uracil and posess an adenine on position 10, which suggest that they are *Argonaute*-dependent cleavage products [17]. As a result, one of the characteristics of the model is a 10 nt 5' region that is complementary between two piRNAs. We therefore tested for the presence of this characteristic signature, by selecting all piRNAs that mapped to a specific type of transposon (*i.e*. L1_Rn and RMER3) and looked for presence and length of overlap which, as expected, peaks at 10 nt (Figure 4A, C). Consistent with this overlap, we find the characteristic nucleotide distribution, with piRNAs mapping to the sense strand having a 5' terminal uracil, and piRNAs mapping to antisense strand having an adenine at 10^th ^position (Figure 4B, D). This signature is characteristic for piRNAs that have been generated via the ping-pong mechanism mentioned above.

**Figure 4:**
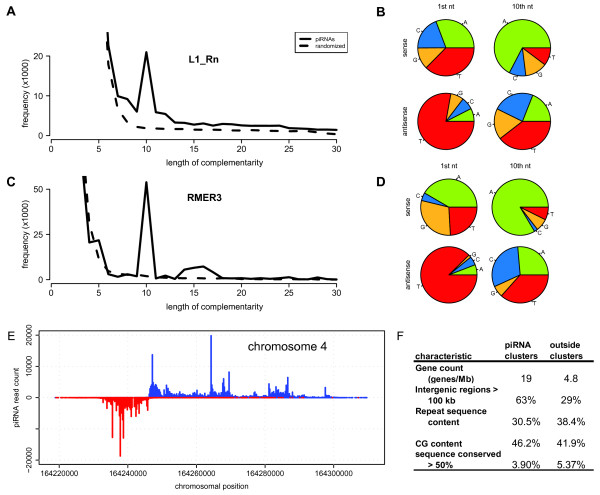
**piRNAs in the rat testis**. A, C) Complementarity of reads derived from repeats, calculated from the 5' terminus. A) L1 transposon, C) Retroviral repeat RMER3. Dashed lines indicate randomly selected short fragments from the same region. B, D) Nucleotide content of reads on position 1 and 10 that map to loci described in A and C. E) A typical pachytene piRNA cluster contains reads derived from bidirectional transcription originating from a centrally located common point of origin. Blue: sense, red: antisense. F) Characteristics of pachytene piRNA clusters.

An additional class of piRNAs is the pachytene piRNAs, which are found in large strand-specific clusters throughout the genome [20]. 

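The clusters were read from the list that the authors deposited, in 1-based coordinates of RGSC3.4. The authors made it from the pooled testis reads left after known RNA genes were removed, from unique start positions per strand, so no value per library or rat enters it and it has no replicates. It holds 365 clusters, the same 365 as Table S4, of which 205 lie on the minus and 160 on the plus strand (two-sided exact binomial test against equal numbers, p = 0.0212). The test takes the clusters as independent, which neighbouring clusters of 1 strand may not be. Such a run lies on the minus strand of chromosome 2 between 105652182 and 105782616. The p may therefore be too small. Every one of the 20 autosomes carries clusters, and chromosome X has 0. The median length is 5682 bp and the total 3698430 bp. The 3 longest lie on chromosome 20 from 5498701 to 5588531 on the plus strand, on chromosome 20 from 5478714 to 5565377 on the minus strand and on chromosome 15 from 184144 to 259915 on the minus strand.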

By employing a cluster identification algorithm based on the density of small RNA sequences within a specific region (see Methods), we found 365 strand specific clusters (Additional file 13, **Figure S5**, Additional file 14, **Table S4**). piRNA clusters are found on all the autosomes but are excluded from the X chromosome. The genomic distribution shows that clusters on the negative and the positive strand are often found in close proximity. Close inspection reveals that these clusters are often adjacent and hardly overlapping. 

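Counted over the whole list, 46 pairs of clusters on opposite strands overlap, over 504818 bp in all, which is 13.6% of the summed cluster length. Each overlap is counted once there, although it lies in both clusters of a pair, so the share of cluster length within an overlap is larger. No pair on the same strand overlaps, which follows from the paper's rule of extending a cluster along its own strand.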

After merging adjacent clusters we obtained 321 unique locations in the genome with piRNA clusters. 

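Merging clusters of either strand that overlap or lie within 1 kb, the distance by which the paper's methods extend a cluster, gave 318 locations, 41 of which hold several clusters. Merging only those that overlap or touch gave 319. The count moved most with a distance of 50 kb, to 196.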

Whenever we find two large non-overlapping piRNA clusters on opposite strands in close proximity these are found almost exclusively upstream of each other, with transcription pointing outwards (Figure 4E), suggesting a nucleation mechanism on the border between these two clusters [18].

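Clusters of at least 5 kb were put in the order of their midpoints. Only next neighbours in this order, on opposite strands and within 10 kb of each other, were paired. Such a pair was counted as pointing outwards when the midpoint of the minus-strand cluster lies first. Of 35 such pairs, 31 pointed outwards (88.6%, 95% exact interval 73.3% to 96.8%, two-sided exact binomial test p = 3.46e-06). In 5 of the 31 and 2 of the 4 others 1 cluster lies within the other, and 4 clusters enter 2 pairs, so that the pairs are not all independent. Without pairs of nested clusters 26 of 28 pointed outwards, and without pairs that share a cluster 27 of 28, both counted after the values were seen. In 33 of the 35 pairs the clusters overlap, by a median of 10775 bp. The 2 pairs without overlap both pointed inwards, and without the minimum length 3 of 8 such pairs pointed outwards (exact binomial p = 0.727), both counted after the overlaps were seen. Clusters with another between their midpoints were not paired or counted in either direction. Some of these lie apart and point outwards, as on chromosome 13 (minus strand 73605393 to 73627274, plus strand 73628774 to 73647641). The pairs without overlap therefore do not decide the direction of clusters that lie apart. In the pair of Figure 4E on chromosome 4, the minus-strand cluster runs from 164218865 to 164284511 and the plus-strand cluster from 164236598 to 164303795, an overlap of 47914 bp. From the outward orientation the paper proposes a mechanism of nucleation at the border of such clusters.

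**Figure D3:**
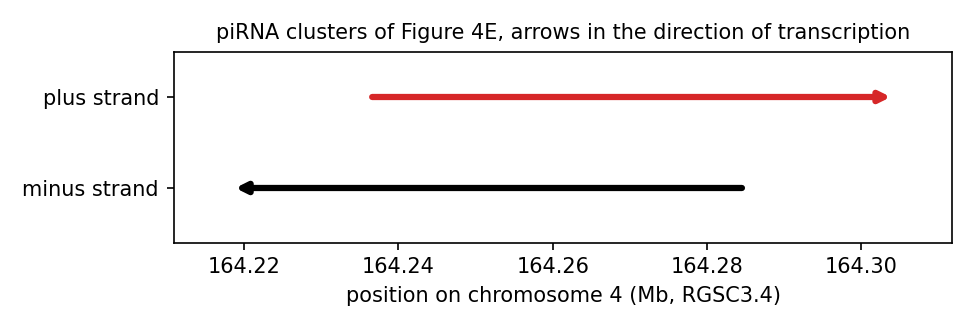
Map of the pair of piRNA clusters of Figure 4E on chromosome 4 (position in RGSC3.4), drawn to scale with arrows in the direction of transcription. The clusters point outwards and overlap by 47914 bp in the middle.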

The identified piRNA clusters allow for probing the characteristics of these sequences compared to the rest of the genome (Figure 4F). Only 35 RefSeq curated genes (n = 12,692) overlap with piRNA clusters, and only 4 reside completely within a cluster. The gene products cover a broad range of functions, but no common function could be pinpointed (data not shown). Interestingly, the gene density in these clusters is more than three-fold increased compared to regions outside of piRNA cluster. As previously reported, we confirm that rat piRNA clusters are strongly depleted in repeat sequences compared to the rest of the genome [18,19,21]. Although a high level of synteny among piRNA clusters has been reported [19], piRNA clusters diverge at an elevated rate [58]. Indeed, we find that the amount of conserved sequences, defined as having a phastCons score > 0.5 in a multiple alignment of 8 vertebrate species [59], showed a depletion of conserved sequences in these regions. In conclusion, piRNA clusters are genomic regions with distinct sequence characteristics. Their location and expression is maintained while their sequence diverges quickly. This would favor the idea that they target the region on which they are encoded [18]. Alternatively, it may well be that they generate small RNAs which act sequence independently.

## Conclusions

We performed small RNA DGE profiling for six rat tissues to expand the set of experimentally verified miRNAs and to gain biological insight into role of specific miRNAs. In total, we added 61 miRNA loci to the compendium of known rat miRNAs [40], providing experimental evidence for homologues of known mammalian miRNA as well as novel highly confident candidate miRNAs specific to the rat lineage. In addition to discovering novel miRNAs we quantified expression levels of miRNAs, creating a deep sequencing expression atlas of 6 tissues in two different rat inbred strains. This expression atlas can be an important instrument for understanding the evolution of miRNA regulation, *e.g*. conserved expression patterns among mammalian species, but also species-specific expression patterns. Our own experiments show strain-specific differences in miRNA expression and could form the basis for understanding this process at the molecular level.

Strain-specific miRNA expression patterns as determined by DGE can make important contributions to understand regulatory expression networks. The role of miRNAs in complex traits has not been fully addressed yet. Such traits are not inherited in a monogenic mendelian fashion, but are expected to be caused or modulated by subtle differences in multiple different types of regulation, including miRNA-mediated regulation. Our evidence for strain-specific miRNA expression could imply that eQTLs, which have been observed at the level of expression of protein-coding genes, could be partially explained by miRNAs, especially when linked regions span large genomic distances. In such cases, these so-called *trans *eQTLs could potentially be explained by differential miRNA expression (caused by a *cis*-effect of a causal local variant) and the linked region(s) could thus be expected to be enriched for miRNA target genes for this specific miRNA. In conclusion, strain-specific expression of miRNAs may help to identify and study these regulatory networks and facilitate target discovery for specific diseases.

In addition to transcriptional regulation, we confirmed the editing of known ADAR targets in rat, and discovered that, in addition to the known edited miRNAs, *mir-377 *is edited in rat brains. Since the physiology and neurobiology of the rat has been intensively studied, rat models could be an important experimental system for addressing the biological relevance of miRNA editing. Finally we provide an exhaustive list of piRNA candidates.

The small RNA inventories and profiles described here further improve the annotation of the rat genome, thereby facilitating functional genomics research and the investigation of the involvement of miRNAs in complex genetic traits.

## Methods

### Animal care and treatment

All animal experiments have been carried out according to the Dutch legal ethical guidelines and were approved by the Animal Care Committee of the Royal Dutch Academy of Sciences.

### MiRNA isolation and library preparation

Fresh tissues (i.e. brain, liver, spleen, heart, testis, kidney) from two rats (BN-Lx and SHR) and four additional liver samples (from BN-Lx and SHR) were directly frozen in liquid nitrogen and stored at -80°C until RNA isolation. Whole tissue was grained in liquid nitrogen and RNA isolation was performed by the Ambion Mirvana kit, according to the manufacturer's guidelines for total RNA isolation. After quality assessment on a 1% Agarose-TAE gel (data not shown), we prepared miRNA libraries by Ambion SREK kit according to the manufacturer's guidelines with the following specifications or deviations. We started with 2.5 μg total RNA from each sample and applied half of the suggested reagents for each step until PCR. We size fractionated total RNA in a 15-40 nt fraction on a 15% PAA denaturing (7 M Urea, TBE buffered) gel to collect small RNAs only. RNAs were eluted in 0.3 M NaCl fro 3 hrs at RT, precipitated at -80°C for 30 min in 3V EtOH, 10% 5 M ammonium acetate and 0.5 ul glycoblue (Ambion), spun down at 20 K G for 25 min at 4°C, washed in ice-cold 70% EtOH, spun down for 10 at 4°C and dissolved in nuclease-free H_2_O. We ligated adapters from adapter mix A for 2 hrs at 16°C. For all but testis (from both rats) and liver (from the SHR rat) we applied 14 cycli of PCR. For testis samples we applied 16 cycles of PCR and for SHR liver we applied 17 cycli. Directly after PCR we excised the amplified libraries from a 3% agarose-TAE gel, without exposing the libraries to UV light. The libraries were purified by the GFX PCR DNA and Gel Band purification kit (GE life sciences), according to the manufacturer's guidelines. The DNA size and quantity was measured on a Lonza 2.2% flash gel (Lonza) and Quant-iT dsDNA high sensitivity kit (Invitrogen), respectively (data not shown). Samples were mixed in to a 100 pg/μl solution. The emulsion PCR and Solid (AB) sequencing was performed as previously described [41]; the read length was set to 30 nt.

### Source specifications

The rat genome version RGSC3.4 and the mousse genome NCBI build 37 were used for mapping. miRNA identities and sequences were obtained from miRBase V12 [40,60]. All statistics and visualization was performed with the R package [61] or Microsoft excel. Genome sequences were obtained from Ensemble release 55 [62] and alignments performed by blast [63]. We used RNAshapes [64] to predict secondary structures of RNA. Scripts were written in perl [65] and R.

### Classifying small RNAs

All reads were submitted to the miRIntess small RNA analysis pipeline [38,49,66] (InteRNA Genomics B.V., Bilthoven, The Netherlands). The output of this analysis has been deposited on http://www.internagenomics.com/public/rat0812. This pipeline provided us with known miRNA reads and predicted miRNA reads with different levels of confidence. For instance, reads mapping to known miRNAs, but derived from the other arm, or from the opposite strand, were annotated with high confidence if they represented expected *Dicer *products and the pre-miRNA would form a stable hairpin. Homologous miRNAs were accordingly annotated. Similar rules applied to reads derived from yet unknown miRNAs, but the number of total reads should match at least 50 before these were assigned to be highly confident. Only low-confident novel miRNAs were excluded from the analysis, since predictions that fall into this category were indistinguishable from predictions performed on hairpins that had been randomly selected from genomic sequence (data not shown). Simultaneously the reads with a perfectly matching linker sequence were collected. The pre-miRNAs annotated by the mirIntess pipeline, except the category of low confident novel ones, were used to re-map the linker-trimmed reads, to obtain only perfectly mapping miRNA reads. Perl scripts are available upon request.

For the fine mapping of the small RNA reads we used the pre-miRNA hairpins that were identified by the miRIntess pipeline. Trimming of the sequencing linker was performed on the sequencing reads. Reads were subsequently remapped using SHRiMP [67], with the following settings (-h 50% -v 50% -s 1110111). Because this software package can natively map ABI colorspace reads, it has a higher sensitivity than the BLAST algorithm used in the miRIntess pipline. For all subsequent miRNA analyses, except the editing analysis (see below), only perfectly matching reads were used.

### Submission Gene expression omnibus, miRBase

Sequence reads have been submitted to GEO (accession number: GSE19054); microRNA sequences have been submitted to miRBase.

### Normalizing miRNA coverage

The coverage of each miRNA arm derived from a known miRNA locus (sense or antisense) was counted for each tissue. In almost all tissues we observed an extremely high coverage of a selected number of miRNAs. For instance, reads from the *rno-mir-122-5p *contribute to more than 20% of all reads from known miRNAs from liver. Such outliers would have a substantial impact on the outcome of differential expression when the reads would be normalized to the mean. 

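Of all miRNA reads of a liver, mir-122-5p took 38.4% ± 7.38 (SD, n = 6). Of the reads of known miRNAs alone it took between 26.9% in BN-Lx liver 1 and 46.1% in BN-Lx liver 2. Of all miRNA reads, the mean was 38.4% ± 10.3 (SD, n = 3) in BN-Lx and 38.4% ± 5.57 (SD, n = 3) in SHR. The lowest shares were those of the livers of the six-tissue set, with a mean of 29.4%, against 42.8% (n = 4) in the further livers.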

To reduce the impact of outliers to the correction parameter, we removed the three highest covered miRNAs from the calculation of the outlier-corrected mean (ocm). The read coverage of each miRNA (known and novel) was divided by this ocm. We chose not to take the median as the correction parameter because of the high number of lowly covered miRNAs in our dataset.

### Editing analysis

To pick up edited miRNAs we scanned the mapped reads for A to G mutations. Because in ABI colorspace this requires two coherent colorbase changes, providing additional confidence that editing has indeed occurred in this miRNA.

### miRNA profiles

For profiles, reads were normalized according to the ocm (see earlier in text). We calculated the Euclidean distance between each miRNA and built a tree by hierarchical clustering. The log_10 _of each read frequency was visualized in heatmaps, for known, novel but homologous to known, and novel miRNAs.

For the determination of tissue-specific miRNAs, reads were normalized as described and the normalized frequency in one tissue should be at least 5-fold higher than in any other tissue, for each strain individually, to be included in our set of tissue-specific miRNAs. Similarly, this frequency should be 5-fold lower in one tissue than in any other tissue, for each strain individually, for the miRNA to be included as a tissue-avoidant miRNA.

### Differential miRNA expression in the liver

Read counts were normalized according to the ocm as described. We assigned significance α = 0.05, because of the low number of replicates and the high expected variation. We took means of all replicates from each strain: mean(BN-Lx) = *mB*, mean (SHR) = *mS*. We calculated average read frequency A = (mB + mS)/2 for both strains and relative expression values *D *= log_2_(mB/mS). Subsequently, the data was ordered based on A and using a sliding window approach, the mean and standard deviation were calculated for windows of 41 miRNAs surrounding every miRNA (with 20 identical values at both extremes). Those means and standard deviations were estimations, which we applied to calculate the *Z*-score of each *D*. We obtained the *P*-value defined by the one-sided normal distribution (*P*(X>*Z*)) and corrected *P*-values by the false discovery rate [68].

### qPCR analysis

The same RNA samples as those described in Methods section *MiRNA isolation and library preparation *were used. For the strain-specific miRNA expression, i.e. *mir-34a *and *let-7a*, we applied the miRNA taqman assay according to the manufacturer's guidelines, with 5 ng total RNA as input material. For *mir-377 *we designed circular probes of which the termini were complementary to the miRNA, leaving a gap on the edited site (RT-mir377: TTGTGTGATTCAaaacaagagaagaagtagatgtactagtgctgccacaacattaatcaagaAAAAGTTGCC) We applied 11 μg total RNA (biological sample) or 1 pmol (synthetic miRNAs). RT was performed (total volume: 20 μl; 2 μl buffer, 6 μmol dNTPs each, 1 pmol RT primer, incubation at 72°C for 5 min, add 100 U RT enzyme (promega, MMLV-), 37°C 40 min). Samples were diluted 10 × in H_2_O). PCR primers were diluted to 250 nM each (FWD-mir377-WT: CCCATGTTGAATCACACAAA, FWD-mir377-ED: CCCATGTTGAATCACACAAG, REV-mir377: TTGTGTGATTCAaaacaagag,). Quantitative PCR was performed in 12 μl sybrgreen (Biorad IQ), 10 μl primer mix and 3 μl template. On a thermocylcer (Biorad MyIQ), we performed qPCR (1× 96°C for 02:00; 2× 96.0°C for 00:15, 55.0°C for 00:15, 72.0°C for 00:30; 60× 96.0°C for 00:15, 60.0°C for 00:15, 72.0°C for 00:30, 80.0°C for 00:05; 1× 80.0°C for 10:00).

### mir-463 cluster comparison with mouse

Pre-miRNAs were aligned with the mouse genome by blastn (parameter deviating from default:-q -2). Loci with a minimal match length of 40 nt were investigated for a hairpin with approximately the same length of the original rat pre-miRNA. Only putative hairpins with at least 8 nt overlap with the cloned miRNA were included. Cloned miRNAs that aligned to the detected homologous locus had to match to at least one stem arm of the predicted pre-miRNA.

### Definition of piRNAs and piRNA clusters

We mapped reads to annotated repeats (LTRs and LINE elements) and counted the amount of possible reverse complementary interactions, for lengths from 1 to 30 nt. We also performed this analysis for a randomized set of 30-mers derived from the same repeat sequence.

After filtering out reads that are aligned to miRNAs, sn(o)RNAs, small cytoplasmic RNAs, rRNA genes or known coding genes, we found 271,382 unique start positions on the positive strand and 309,051 unique start positions on the negative strand. We have observed that distribution of these reads is non-random in the genome, *i.e*. clustered in certain locations. To rule out effects of clonality or cloning bias we only considered unique start positions. Regions that contain within a 2 kb window more than 20 unique start positions on the same strand are selected as the core of a piRNA cluster. From these piRNA core regions the start and end of the cluster is extended up- and downstream when a read is found on the same strand within 1 kb. This is continued until a read is found more than 1 kb from either start or end of the cluster.

## Authors' contributions

SL prepared the small RNA libraries, performed data analysis and wrote the manuscript. EB coordinated sequencing and handled the sequencer. EW performed data analysis and assisted in writing the manuscript. EC designed and coordinated the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Read statistics. Click here for file

Additional file 2 **Figure S1**. Small RNA read description. Click here for file

Additional file 3 **File S1**. fastafile of all identified miRNAs in 6 tissues from the SHR and BN-Lx rat. Click here for file

Additional file 4 **File S2**. GFF of all known pre-miRNAs. Click here for file

Additional file 5 **File S3**. GFF of all homologous pre-miRNAs. Click here for file

Additional file 6 **File S4**. GFF of all novel pre-miRNAs. Click here for file

Additional file 7 **File S5**. fastafile of miRNAs without known seeds in vertebrates. Click here for file

Additional file 8 **Figure S2**. correlation between 6 datasets. Click here for file

Additional file 9 **Figure S3**. miRNAs derived from all known loci in the rat. Click here for file

Additional file 10 **Table S2**. Optimization qPCR for *mir-377*. Click here for file

Additional file 11 **Table S3**. Strain specific and avoidant miRNAs in six rat tissues. Click here for file

Additional file 12 **Figure S4**. evolving miRNAs in the rat *mir-463 *cluster. Click here for file

Additional file 13 **Figure S5**. pachytene piRNA clusters on the rat genome. Click here for file

Additional file 14 **Table S4**. piRNA clusters. Click here for file

# Supplementary material for: Small RNA expression and strain specificity in the rat
**Source:** BMC Genomics. 2010 Apr 19;11:249. doi: 10.1186/1471-2164-11-249
**Supplement:** Additional file 2 — Figure S1. Small RNA read description.

Figure S1 Linsen et al

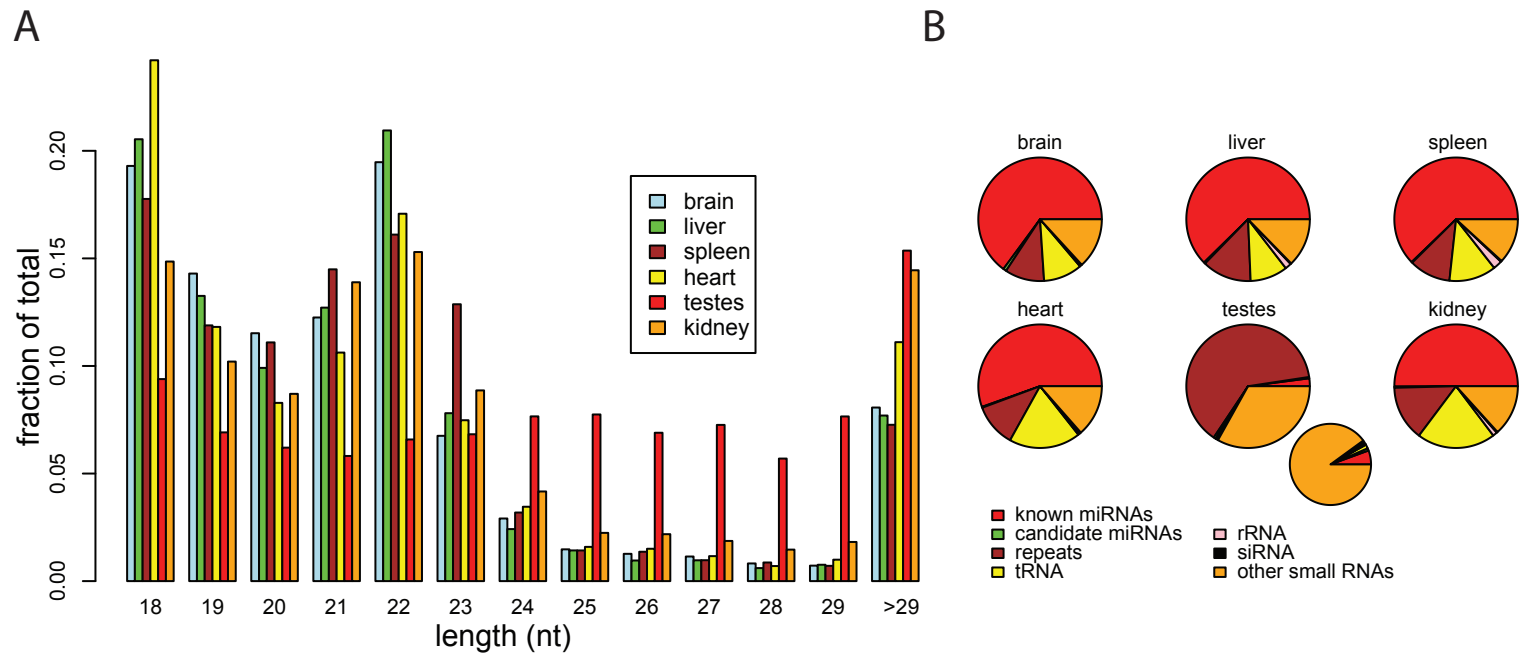

Figure S1. Small RNA read description. We sequenced small RNAs from six tissues from two rat strains. A) Length distribution of sequenced small RNAs. The fraction of the reads from tissues for each length is shown. The x-axis is limited from 18 to 30 nt, because only reads were included that mapped at least 18 nt to genomic sequence and the maximal read length was 30. B) Reads from the same tissues were combined (the inset under the testes chart shows the class distribution when repeats are removed) Known miRNAs: miRNAs from mirBase (v12); candidates: predicted miRNAs, homologs of known miRNAs, opposite-strand miRNAs, non-hairpin miRNAs i.e. mirtrons; other: sn(o)RNAs, scRNAs, sense RNAs, other hairpins, non-hairpin RNA, unclassified.

# Supplementary material for: Small RNA expression and strain specificity in the rat
**Source:** BMC Genomics. 2010 Apr 19;11:249. doi: 10.1186/1471-2164-11-249
**Supplement:** Additional file 8 — Figure S2. correlation between 6 datasets.

Figure S2 Linsen et al

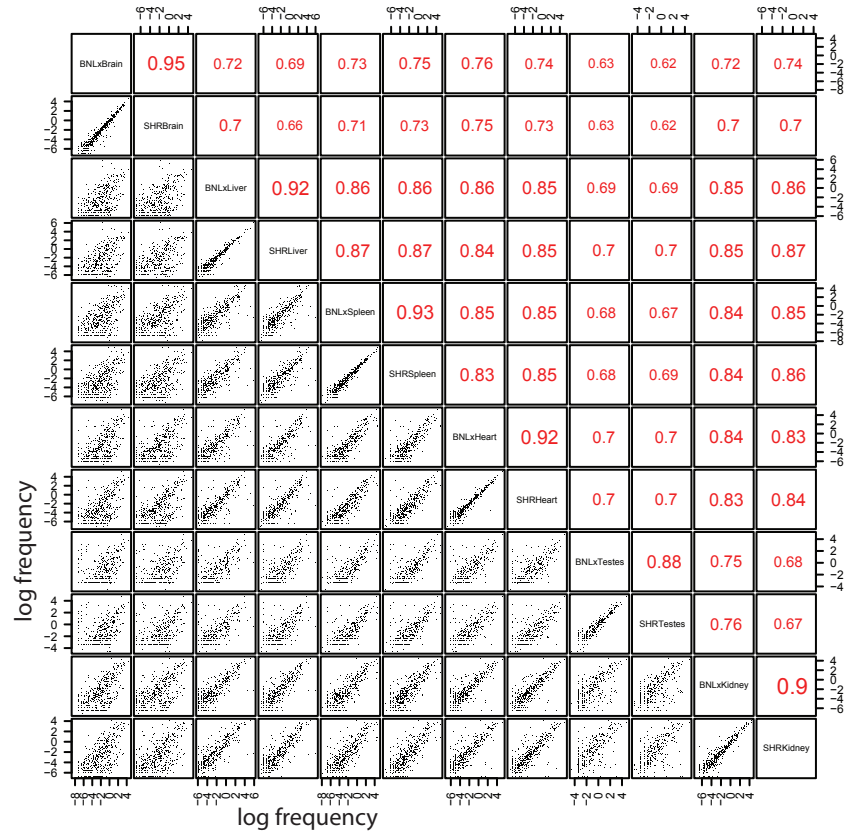

**Figure S2. Correlation between 6 datasets.** Each dataset is defined on the diagonal. Scatter plots show below the diagonal that the profiles are more reproducible among identical tissues than between different tissues. The correlation is quantified by the correlation coefficient (spearman's  $\rho$ ) above the diagonal.

# Supplementary material for: Small RNA expression and strain specificity in the rat
**Source:** BMC Genomics. 2010 Apr 19;11:249. doi: 10.1186/1471-2164-11-249
**Supplement:** Additional file 9 — Figure S3. miRNAs derived from all known loci in the rat.

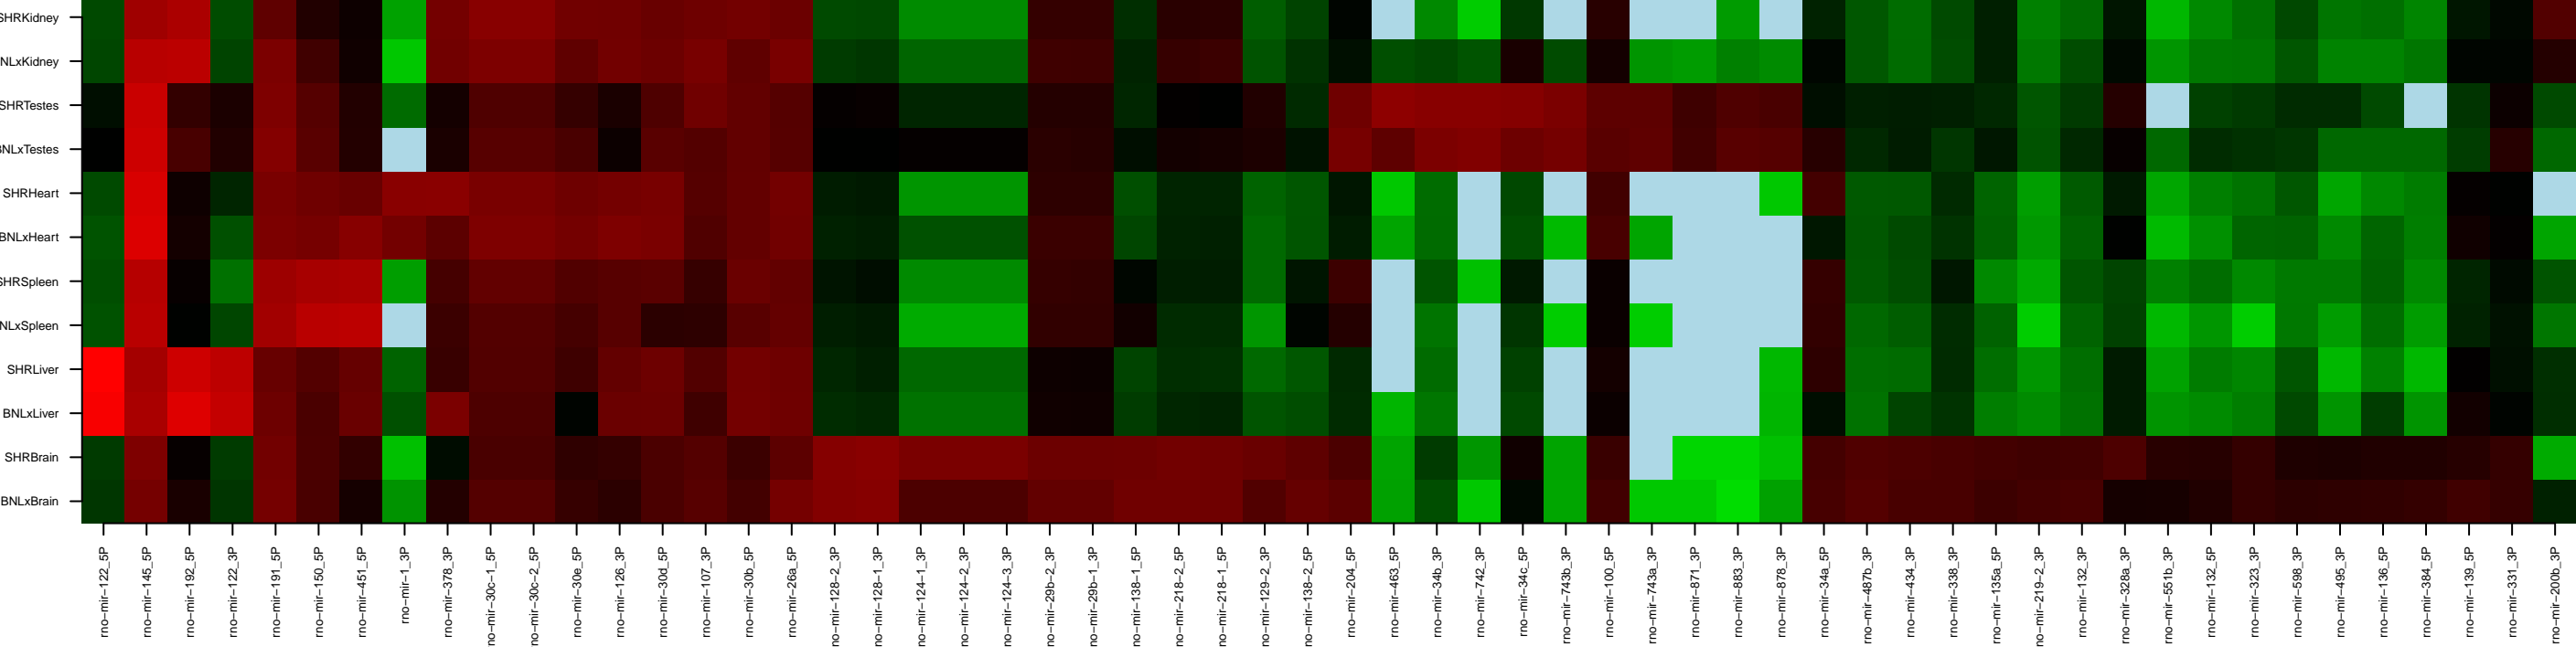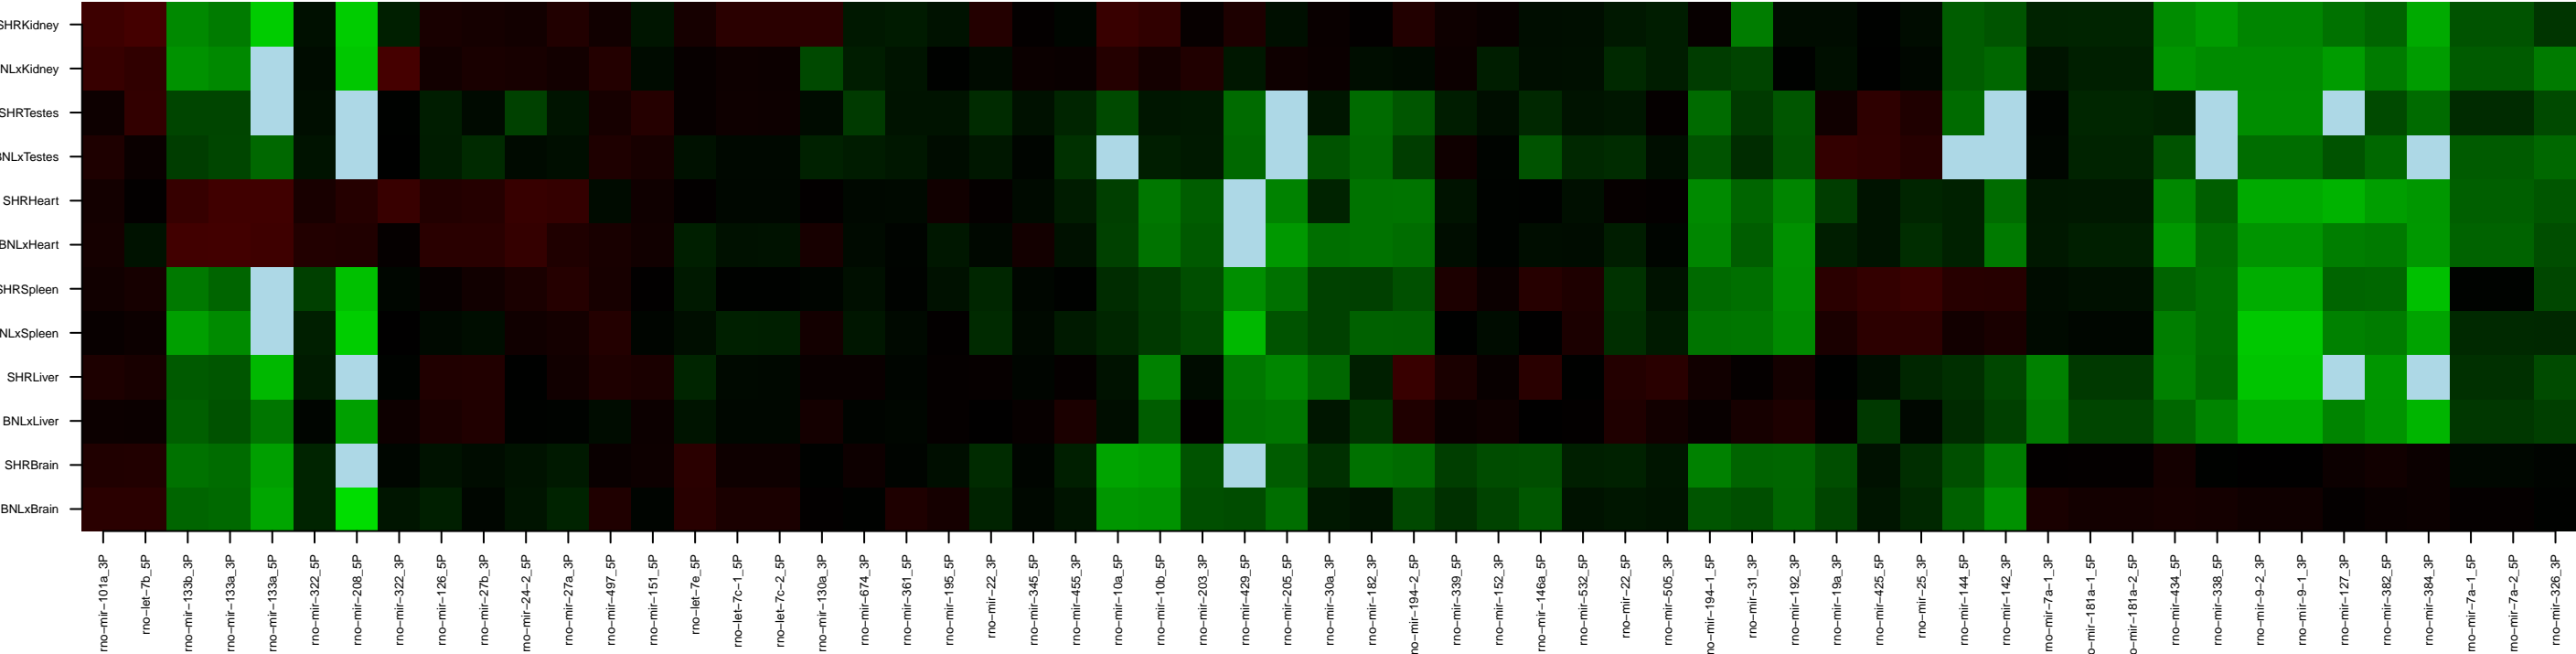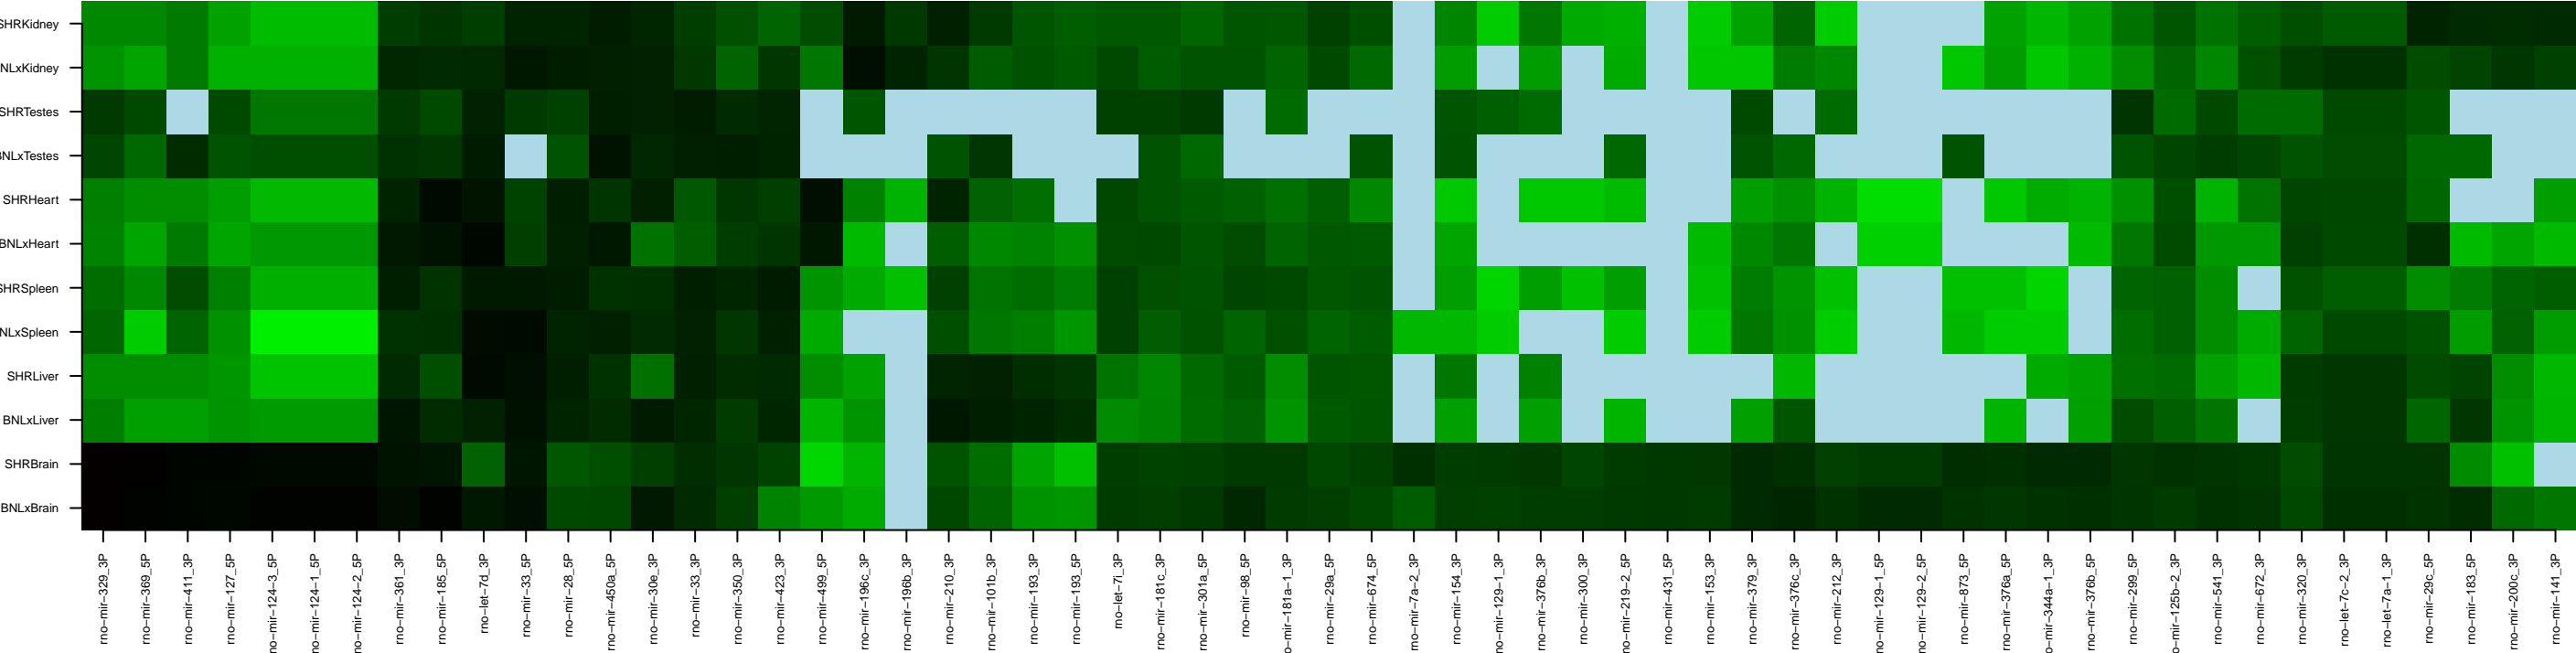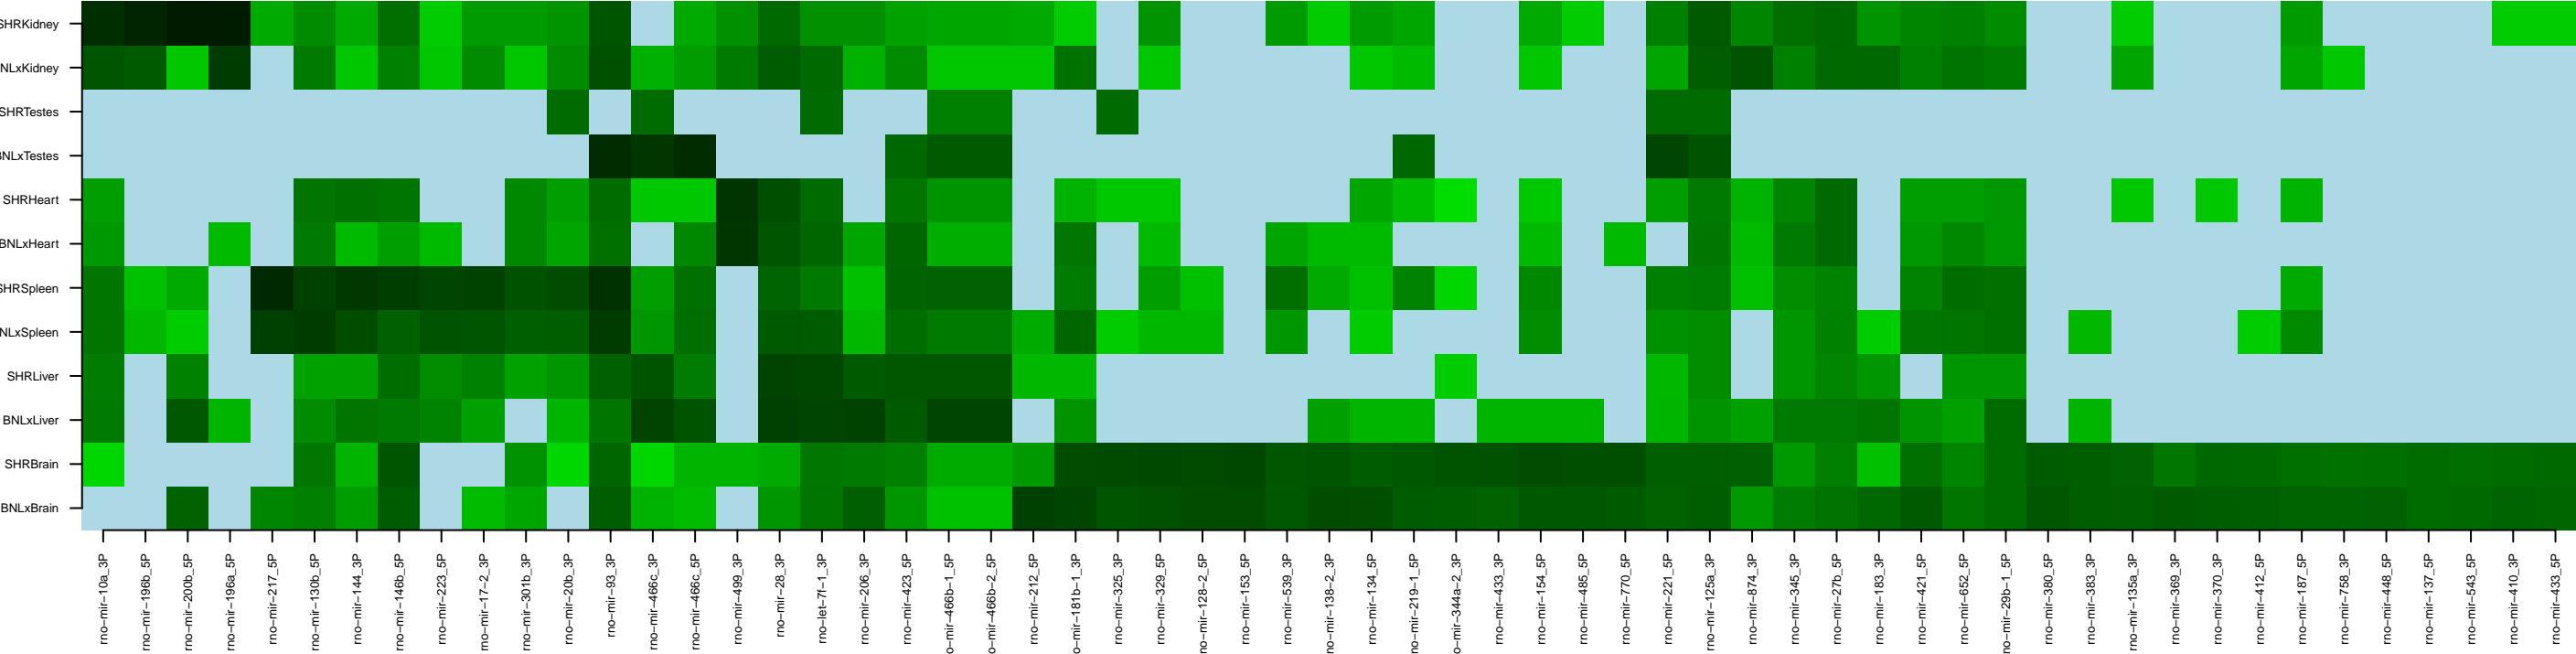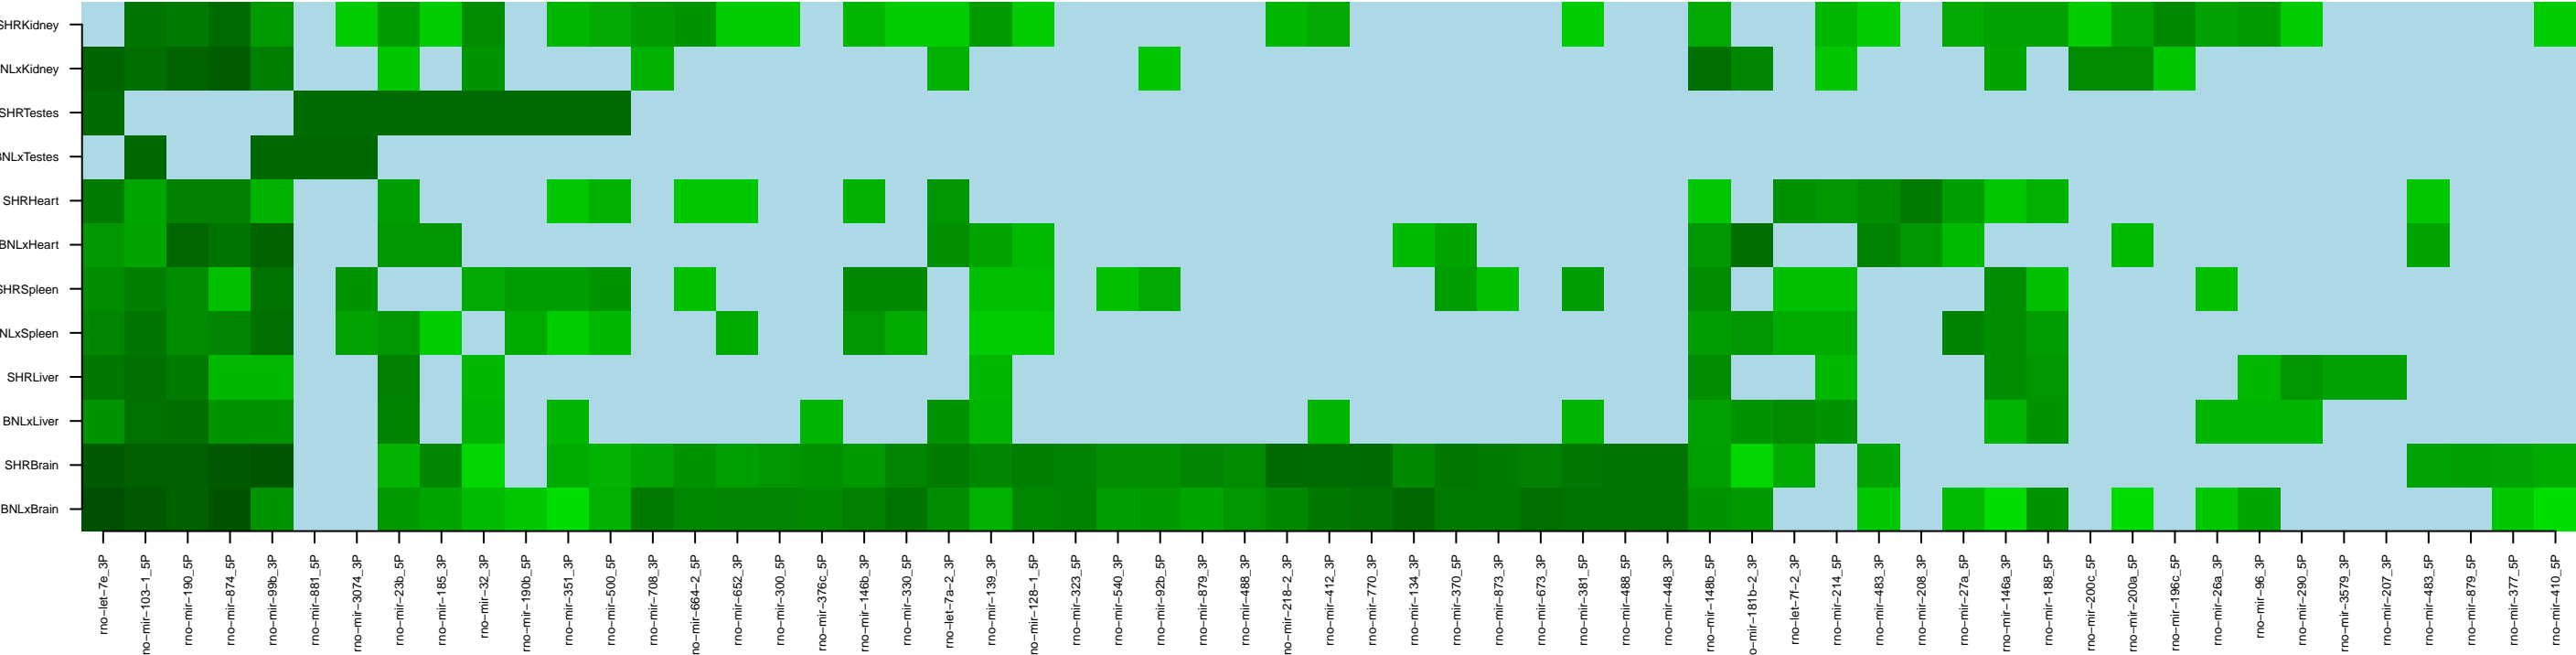

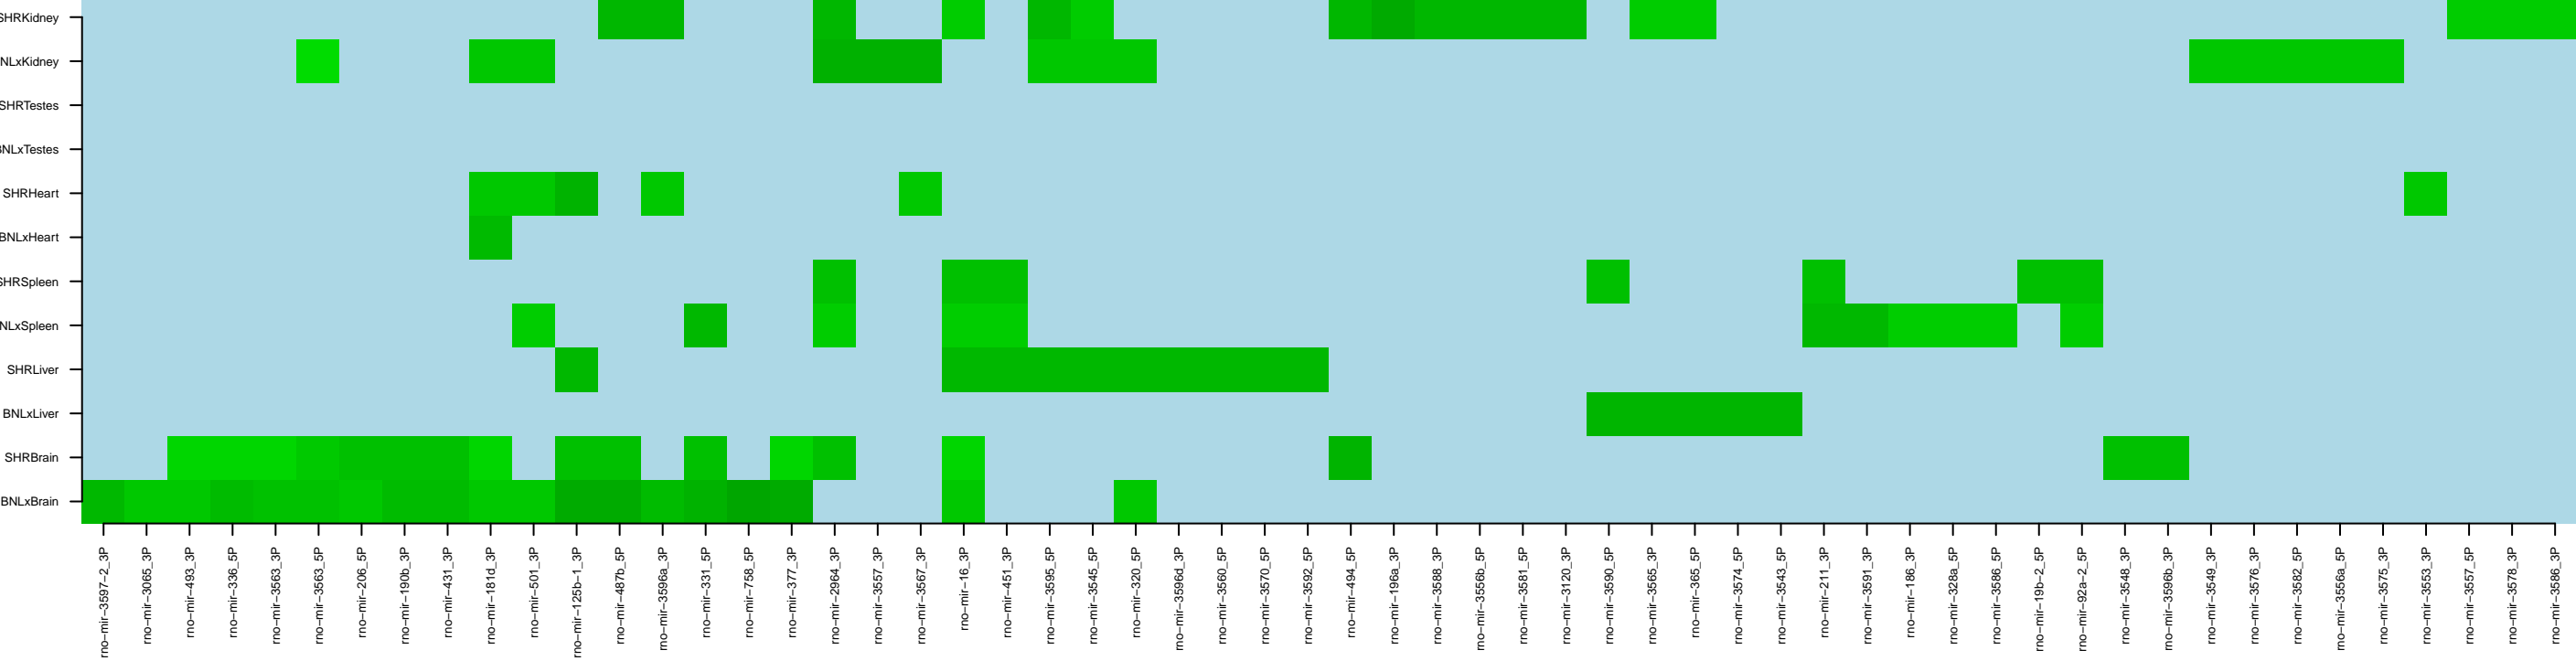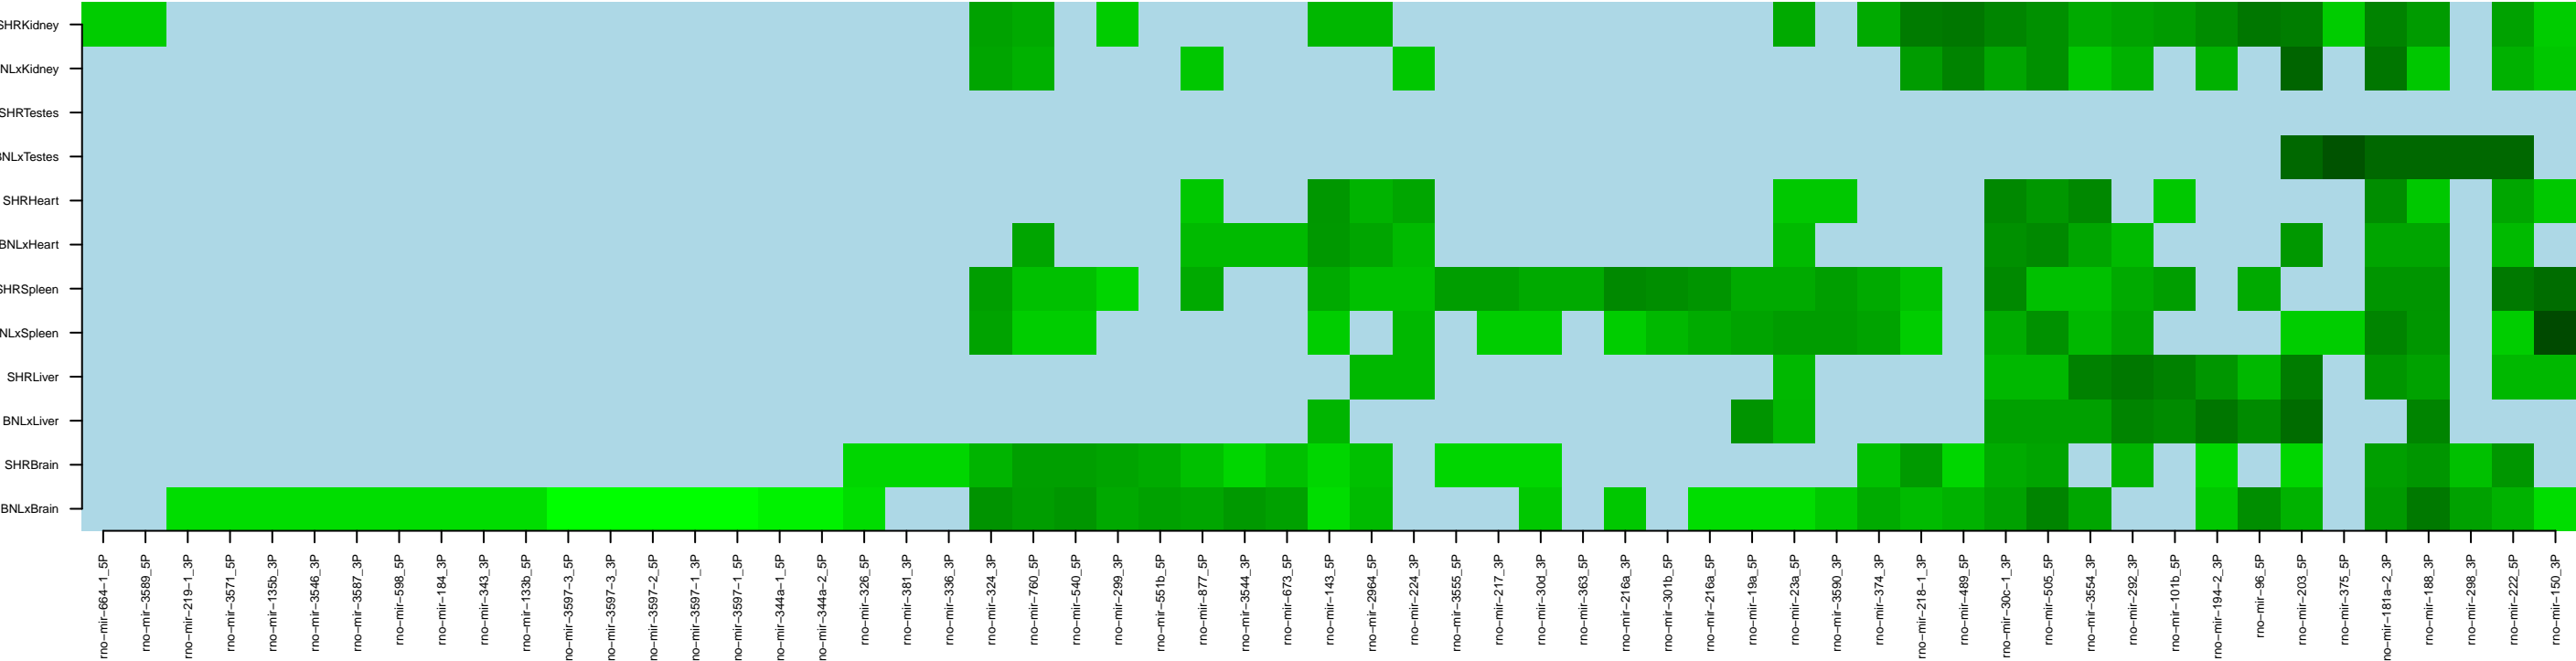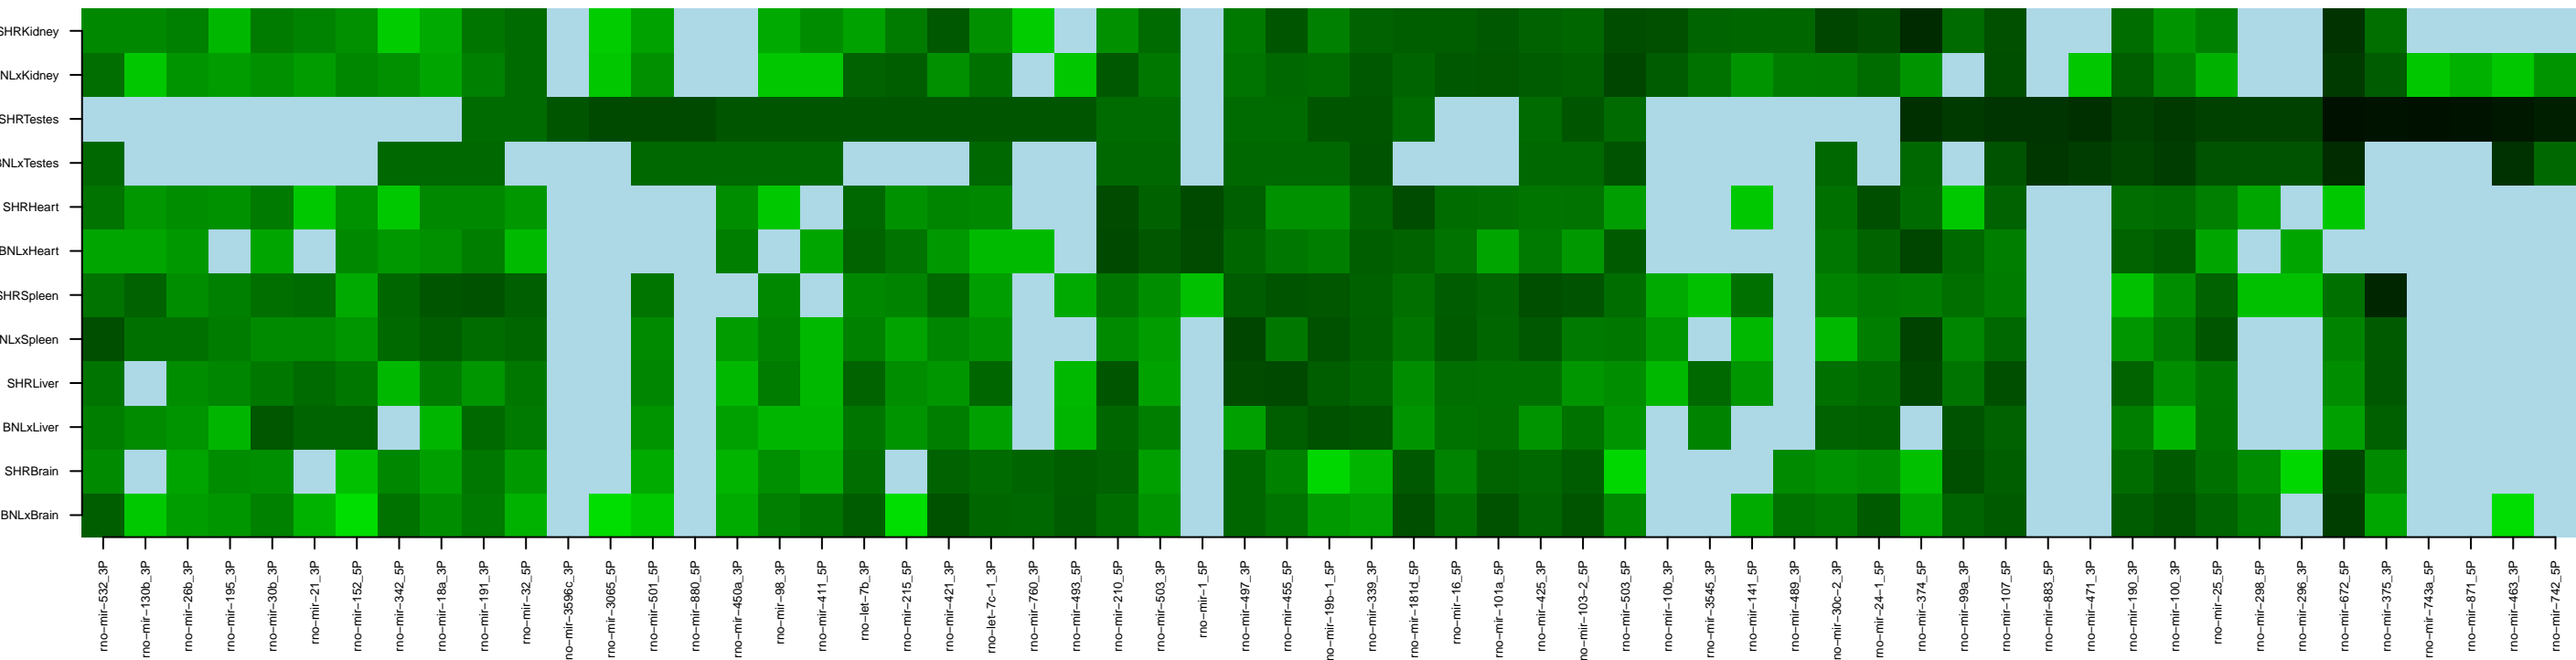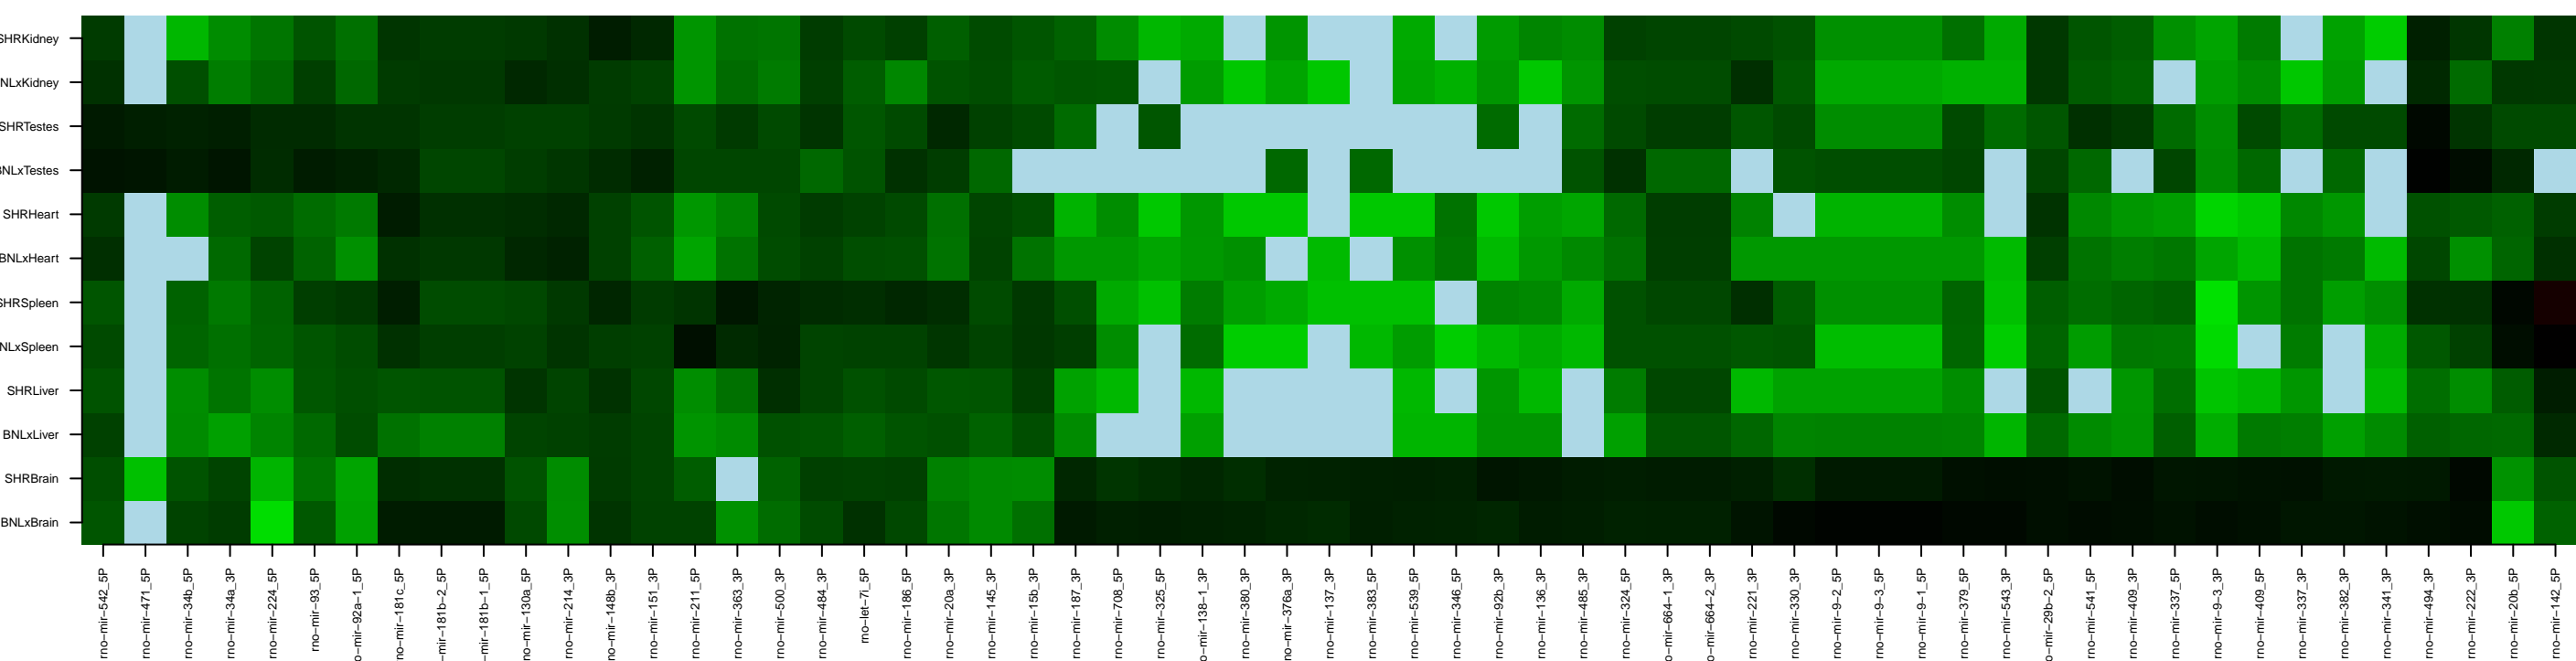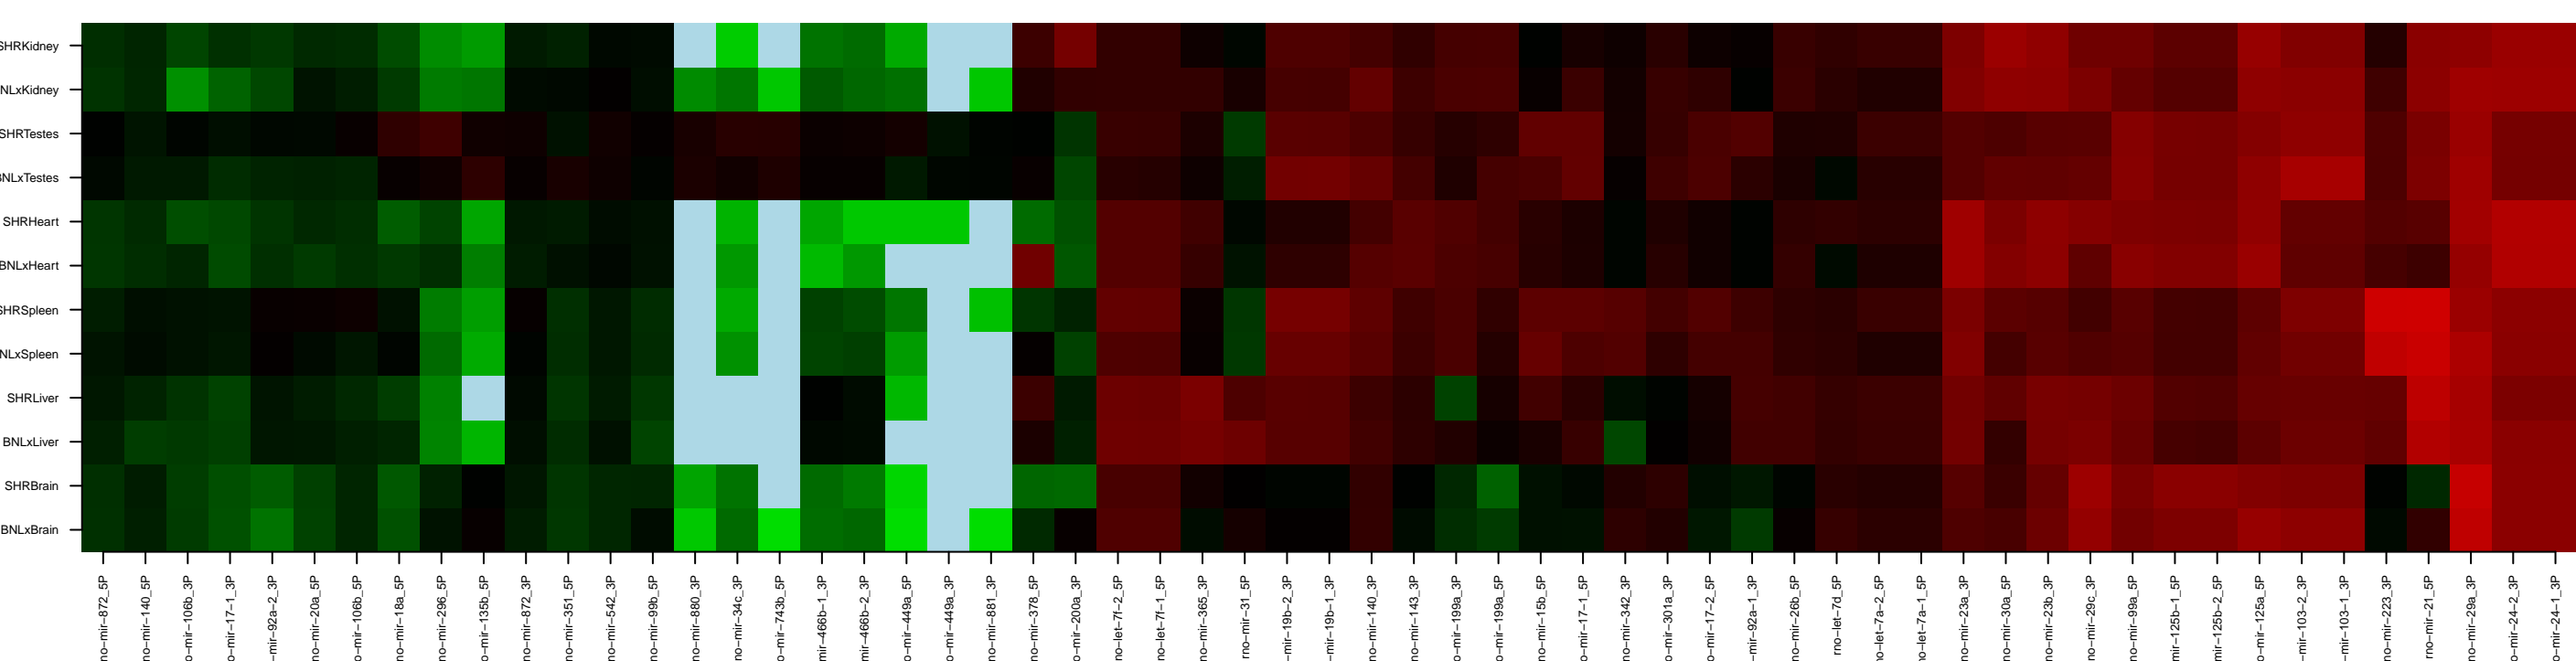

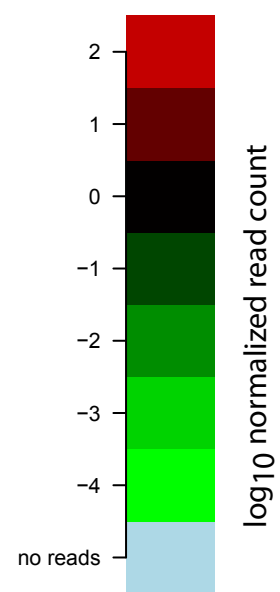

Figure S3 Linsen et al

**Figure S3. miRNAs derived from all known loci in the rat.** Heatmaps show, per arm, the normalized read coverage of each known miRNA locus.

# Supplementary material for: Small RNA expression and strain specificity in the rat
**Source:** BMC Genomics. 2010 Apr 19;11:249. doi: 10.1186/1471-2164-11-249
**Supplement:** Additional file 12 — Figure S4. evolving miRNAs in the rat mir-463 cluster.

Figure S4 Linsen et al

A

[illegible]

B

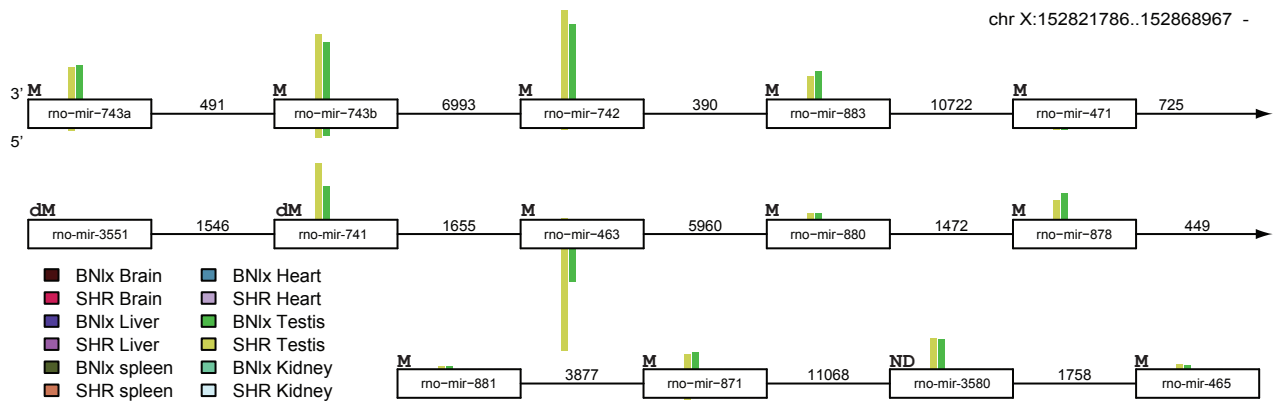

Figure S4. evolving miRNAs in the rat *mir-463* cluster. A) Divergence of miRNAs that are almost fully conserved in mouse. Some seed regions in these miRNAs have altered while the largest part of the miRNA sequences have been conserved. Grey planes highlight conserved sequence. hp: hairpin structure (matching brackets () indicate matching ribonucleotides in a hairpin, a dot is an unmatched ribonucleotide). pre: precursor DNA sequence. clo: cloned miRNA sequence from rat. B) The miRNAs from A reside within this testis-specifically expressed miRNA cluster. This cluster is highly conserved in mouse: all miRNAs that are emphasized with 'M' have been observed in mouse, in the identical order. ND: not detected. dM: miRNAs from A, diverged seed sequence in mouse. Coordinates and orientation are in the top right corner. The numbers between the blocks indicate the distance (bp) between each miRNA locus. The barplots above and under each block represent the miRNA-3' and 5' arm read frequency, respectively. The height reflects the normalized linear read frequency in arbitrary units. All tissues are shown, these miRNAs are substantially over-represented in testis.

# Supplementary material for: Small RNA expression and strain specificity in the rat
**Source:** BMC Genomics. 2010 Apr 19;11:249. doi: 10.1186/1471-2164-11-249
**Supplement:** Additional file 13 — Figure S5. pachytene piRNA clusters on the rat genome.

Fig S5 Linsen et al

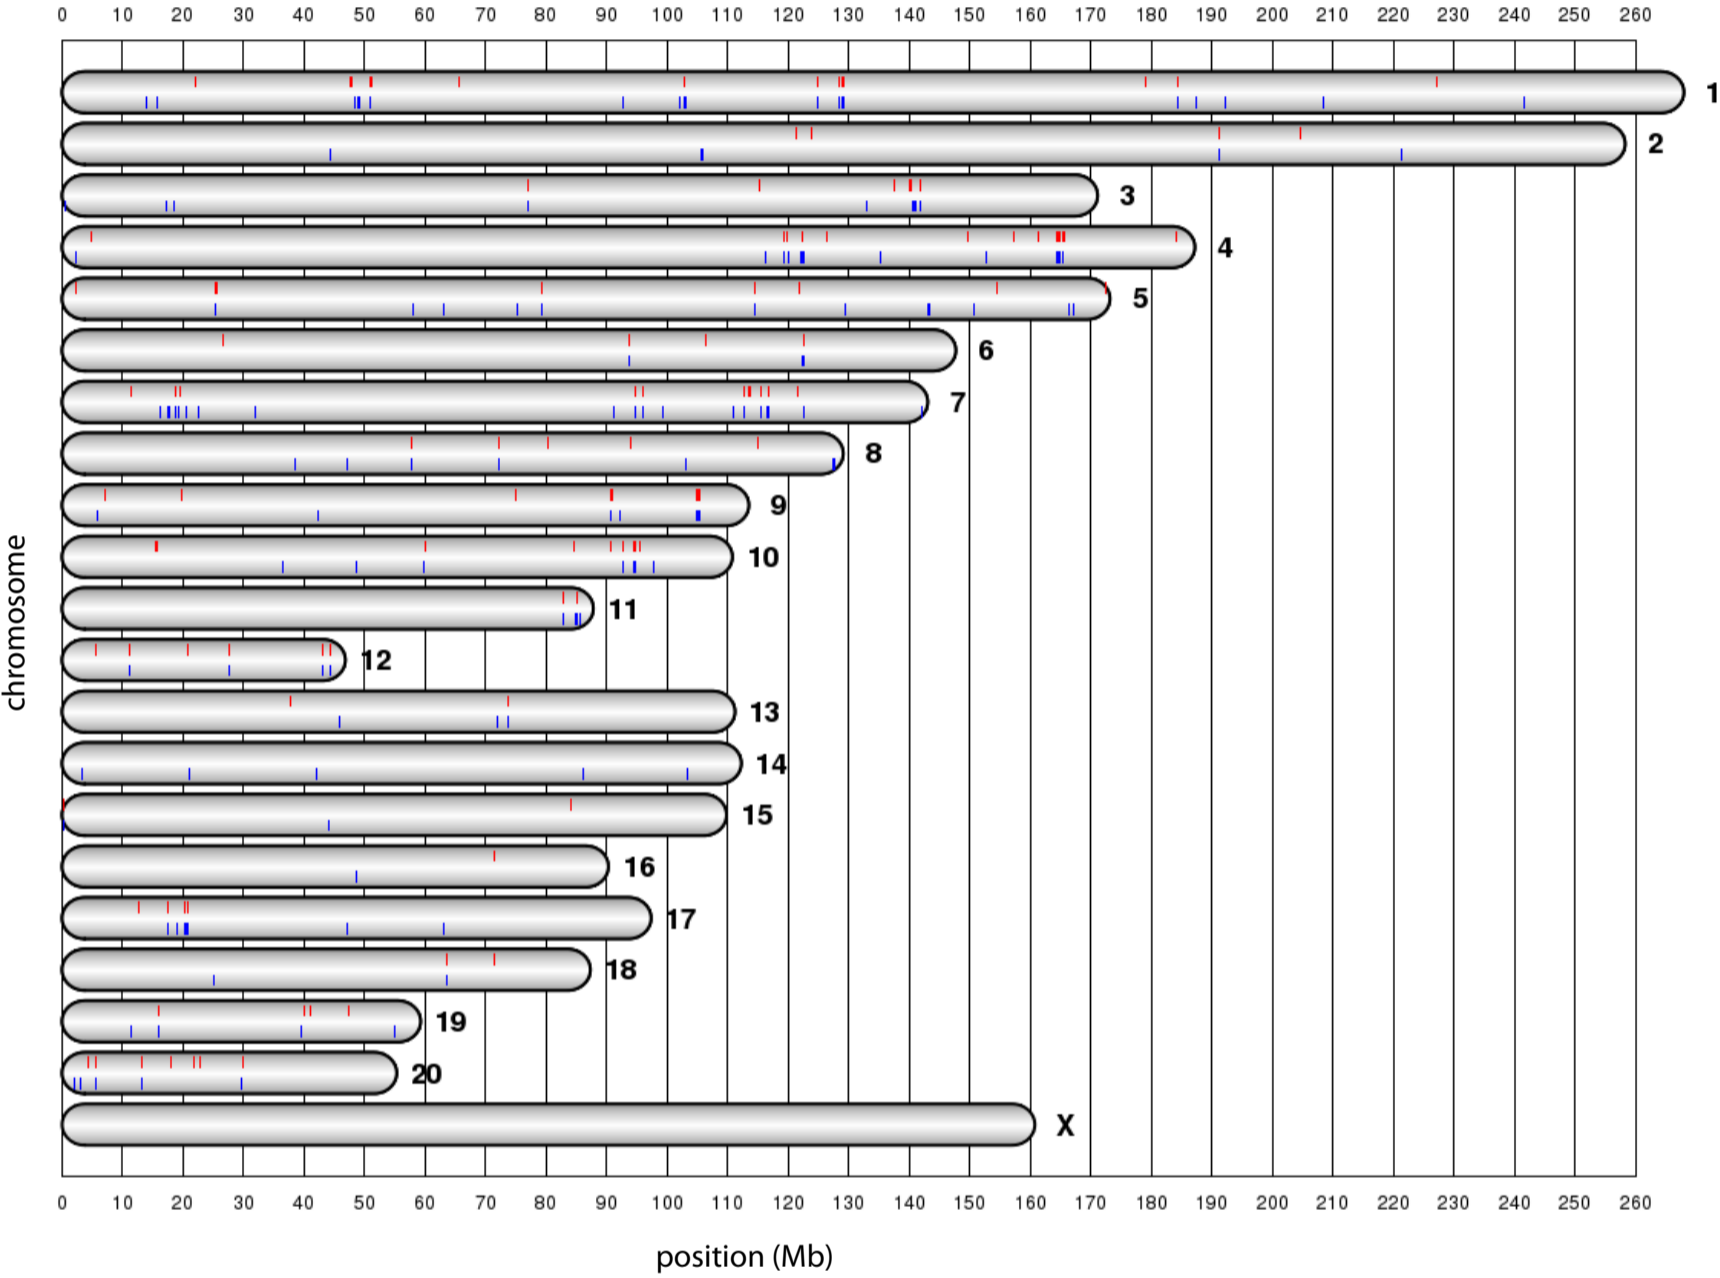

Fig S5. pachytene piRNA clusters on the rat genome. Chromosome 1-20 and X are shown. Clusters from the “+” strand are depected in red, from the “-” strand depicted in blue.

How the deposited data were processed for this re-analysis (not part of the article)

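Small RNA libraries of 6 tissues (whole brain, liver, spleen, heart, testis and kidney) of adult male BN-Lx and SHR rats, 1 library per tissue and strain, and of 4 further livers were analysed, 16 libraries in all, together with the list of piRNA clusters from testis. With the further livers, 3 livers of each strain were compared.

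For every library the authors deposited an estimated count of reads for each start and end position on a pre-miRNA hairpin. They are estimated counts because the authors divided a read that fits several hairpins evenly between them, and no normalization was applied. The authors sequenced on SOLiD, trimmed the linker, mapped the reads with SHRiMP to the hairpins annotated on RGSC3.4 and in miRBase, and kept only perfect matches outside the loop. The piRNA list gives the start and end positions that the authors deposited for each cluster, made from the pooled testis reads after known RNA genes were removed.

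The positions on a hairpin were assigned to its arms, and reads whose midpoint lay more than 20 nt from the named arm were counted to the other arm. Of 392 hairpins in the files, 273 were joined to Files S1 to S4 by name and 60 by equal reads in the 12 libraries of the six-tissue set (at least 5 reads, to within 1 read and rounding). The other 59 kept the name of the files and hold 249.3 of 15196294 reads. The depth ranged from 26880 to 1064894 reads in the six-tissue set and from 1167607 to 3229461 in the further livers, whose files also hold reads under 17 nt. Intervals for shares are exact (Clopper-Pearson, 95%), and the limit that a count of 0 allows is 3 reads.

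Reads were divided by the outlier-corrected mean of the library as in the paper's methods. The 5-fold rule for tissue-specific and tissue-avoidant arms and the window test of 41 miRNAs with its one-sided normal p follow the methods of the paper. In the window test, arms with a mean of 0 in a strain have no log2 ratio and were left out. The livers were compared by edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, Benjamini-Hochberg at 0.05, two-sided) on reads rounded to whole numbers, with strain as the only term, and by DESeq2 1.42.0. Gene-set tests used fry and camera of limma 3.58.1 on the 6 tissue lists of Table S2, those lists being drawn by the paper from the libraries of the six-tissue set. The strain difference in liver was compared with that in each other tissue in an edgeR fit of all 16 libraries, where the spread comes from the livers alone and the lone libraries of the other tissues are assumed to vary like them. Tissues were compared in edgeR with the strains as replicates and strain as a term. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

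Distances between clusters were taken in the deposited 1-based coordinates of RGSC3.4. Clusters were merged within 1 kb. Pairs on opposite strands were formed from clusters of at least 5 kb that are next neighbours by midpoint and within 10 kb of each other. Their direction was taken from the order of their midpoints.

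The tests, the list of alternatives and the rule for named miRNAs were written before the data were examined, except where a setting is said to have been chosen after seeing the data. The rule names every miRNA that the paper names in its results or in Figures 1D, 2, 3 and S4 and the 11 it lists as not detected, the 3 tissue-specific arms of each tissue with the highest mean, the arm with most reads in each tissue, the 3 longest piRNA clusters and the pair of Figure 4E. Arms past the adjusted p of the liver test were to be named as well, and there were none. The values of several of these miRNAs in File S1 had been seen by then.

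Alternatives changed 1 choice at a time: the tool, scaling by RLE factors, the ocm or total reads, the expression filter, the replicate block, each liver left out, the 4 further livers alone, thinning to the shallowest library, summing paralogous hairpins and removing testis-specific arms in the liver test; the window, the side of the p, 0.5 read added and a minimum of reads in the window test; the fold, the scaling, a minimum of reads, 1 strain alone, thinning and an edgeR test for the tissue rule; and the arms compared, the minimum of reads, or the distances and lengths for the other values. After the data were seen, the six-tissue livers against the further livers as a batch term, reads of at least 17 nt and the settings named as such in the closing section were added.

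Livers of the strains share replicate numbers. After the group means were removed, livers of the same number had correlations across arms of 0.67, 0.572 and 0.3. Those of unlike numbers ran from -0.582 to 0.203. Livers of the same number thus deviated together, clearly for numbers 1 and 2 and weakly for 3. That the livers were paired by design is not shown. The labels place both livers of replicate 1 in the six-tissue set, so what they share may be that of the set. With the replicate number as a block, edgeR called 0 arms, at a smallest adjusted p of 0.482, with 22 arms at an unadjusted p of 0.05.

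The tests were tested on simulated counts drawn from the means and depths of the real libraries, after a first run on the real data. The draws were independent between arms, with the same spread for all arms, and held no difference between sets of livers. The real livers do differ by set, so the rates may not carry over to them. With 200 changed arms at the spread of the livers, edgeR recovered 22.1% of the 104 tested changed arms at 4-fold (281 arms tested, 8.0% of calls false) and 98.3% of 115 at 16-fold (264 arms, 4.2% false), and DESeq2 recovered 49.0% and 99.1% (5.6% and 7.3% false). At 64-fold, 18.4% of the calls of DESeq2 and 7.7% of those of edgeR were false. The window test recovered 0 at 4-, 16- and 64-fold, whose spread comes from neighbouring arms that were then changed as well. Runs with 10 changed arms were therefore added, in which it recovered 0 of 9 at 4-fold (481 arms), 4 of 8 at 16-fold (476 arms) and 6 of 7 at 64-fold (475 arms). In these runs 33.3% of 3 DESeq2 calls were false at 4-fold, 22.2% of 9 at 16-fold and 0 of 5 at 64-fold. In the same runs edgeR recovered 1 of 6 at 4-fold (294 arms), 7 of 7 at 16-fold and 5 of 5 at 64-fold, and none of its calls were false. Of the 7 calls of the window test at 64-fold, 14.3% were false. At a biological coefficient of variation of 0.2, lower than that between livers, the 5-fold rule recovered 82.5% of 200 arms raised 20-fold in a tissue (697 arms, 2.4% of calls false), and the edgeR test between tissues 85.5% of 165 (472 arms, 0 false). At the spread of the livers these were 49.5% (3.9% false) and 57.5% of 153 (465 arms, 0 false). The fry test found a list of 28 arms lowered 16-fold.

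RNA editing, the length classes of the small RNAs, the annotation of the piRNA clusters and the qPCR were not analysed here, since the deposited tables hold only perfectly matching miRNA reads and cluster positions.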

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

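Of the tests reported here, those of mir-378-5p, of mir-291a, of testis RNA in single livers, of library size, of the other arms of the mir-463 cluster and of the window test and the testis list under other groupings of the livers were chosen only after the result was seen.

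The strain difference of mir-378-5p differed between heart and liver. It had 5890 reads in BN-Lx heart and 21 in SHR heart, and the strain difference in heart minus that in liver was -8.97 on the log2 scale (standard error 1.27, adjusted p = 0.0372 over the 499 arms tested in heart by edgeR's quasi-likelihood test on all 16 libraries). Adjusted over the 2495 tests of the 5 tissues together, which was done after the value was seen, p was 0.186, so the difference passes only when heart is taken alone. This test takes the spread from the livers and assumes that the lone heart libraries vary like them. No other arm passed in heart, where 4 arms had an unadjusted p under 0.05, and 0 arms passed in brain, spleen, testis and kidney by edgeR, with 14, 4, 10 and 16 at an unadjusted p under 0.05. No other tool was run on this difference. The ratio of the BN-Lx to the SHR heart library size was 0.64, which goes against library size as the cause of the higher reads in BN-Lx. A higher level of the whole hairpin in BN-Lx heart is argued against by the other arm, mir-378-3p. Its log2 ratio of BN-Lx over SHR heart, after division by the ocm, was -1.60 (3641 and 17506 reads before division). A bias of 1 library for 1 arm of the hairpin cannot be told apart from a difference between strains. The 5' arm took 61.8% of the mir-378 reads in BN-Lx heart and 0.12% in SHR heart. Its share also varied from 5.61% to 51.54% between livers, but no heart was sequenced in replicate. The highest share was that of SHR liver 1, amplified with 17 PCR cycles. The next was 11.19%, in BN-Lx liver 3, so the wide range rests on 1 library. In BN-Lx and SHR the share was 22.12% and 3.4% in spleen, 10.57% and 4.95% in brain, 39.77% and 37.35% in testis, and 12.85% and 21.17% in kidney, so the strains are not ordered alike in every tissue, and with 1 library per strain these shares do not decide between library and strain. A strain difference in the use of the arms in heart stays open and untested.

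Reads of the mir-463 cluster, which the paper discusses in liver and testis, made up 0.0588% of the BN-Lx kidney library (320 reads, 95% exact interval 0.0525% to 0.0656%), against 0.00100% of the SHR kidney library (6 reads). RNA or reads from testis in the BN-Lx kidney library may be a source. If so, the ratio of kidney to testis reads would be alike for all abundant testis arms. Over the 9 abundant cluster arms the SD of the log2 ratio of BN-Lx kidney to BN-Lx testis was 1.35, against 0.63 between the testes of the strains, and over all 12 abundant testis arms (at least 100 reads in BN-Lx testis) the ratio ran from 0.0182 to 3.08. The 3.08 is that of mir-34c-5p, outside the cluster. Also outside it, mir-202-5p and mir-34b-3p had ratios of 0.0703 and 0.1186, within the range of the cluster arms (0.0182 to 0.3801). They had 46 and 63 reads in BN-Lx kidney and 1 and 9 in SHR kidney, which goes with testis as a source. With 1 kidney library per strain, a spread between single libraries does not decide, so testis RNA, a difference between the kidneys of these rats and a difference between strains cannot be told apart.

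In the BN-Lx livers mir-463-5p, which the paper does not report in liver, had 162 reads (1, 9 and 152) and in the SHR livers 0, where a count of 0 allows up to 3 reads. The edgeR fit without the expression filter gave an adjusted p of 0.177, and with a term for the six-tissue livers against the further livers as well, a setting chosen after seeing the data, the arm passed. BN-Lx liver 3 holds 152 of the 162 reads. The reads go with those of mir-741-3p and mir-742-3p, so the explanations were tested on the cluster. Testis RNA or reads would bring mir-34c-5p, mir-34b-3p and mir-202-5p, the abundant testis arms outside the cluster. Over BN-Lx livers 2 and 3 together, 41 reads of these were found of 345.7 needed (11.9%), which argues against testis as the source. In liver 3 alone, 18 were found of 313.3 needed (5.75%). In liver 2 alone, 23 were found of 32.4 needed, of which 22 (7.8 needed) are of mir-34c-5p, which has 17 to 88 reads in the SHR livers as well. The other 2 arms had 1 read of 24.6 needed there (4.06%), with 0 of 13.6 for mir-202-5p and 1 of 11.0 for mir-34b-3p, which argues against testis as the source in liver 2 too. A difference in library size is argued against by the log2 fold changes with all livers thinned to 1 depth, -5.34 for mir-742-3p and -3.65 for mir-741-3p (-5.92 and -5.27 with all reads), none of which passes edgeR's adjusted p of 0.05. Regulation of mir-741 and mir-742 alone within the cluster is argued against by the other 18 arms of the cluster, all lower in SHR, with a median fitted log2 fold change of -4.76 (-3.68 over 15 arms with SHR at the floor where it had 0 reads). A difference of the whole cluster between strains, or between BN-Lx liver 3 and the other livers, stays open, and the livers cannot decide between them, since 371 of the 409 reads of these 18 arms are in BN-Lx liver 3.

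The testis-specific arms of Table S2 were tested as a list in the livers. Over the 28 of its 35 arms that have reads in the livers, the mean log2 fold change of SHR over BN-Lx was -2.83 (adjusted p = 0.706 over the 6 tissue lists by limma's fry test; median -3.24, and -3.40 over 22 arms with strains at 0 set to the floor). The lists of the other 5 tissues had an adjusted fry p of 0.706 each. The adjusted p of camera with its preset correlation was 4.23e-06 for the testis list, a call that holds neither under fry nor with an estimated correlation (p = 0.144). Of 10 splits of the livers into 3 and 3, 1 (the strains themselves) gave a fry p as small, so with 10 splits chance cannot be excluded. Of the 28 arms with reads in the livers, 18 belong to the cluster.

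Among the livers not in the six-tissue set, mir-291a, which the paper lists as not detected, had 7 reads, 3 in BN-Lx liver 3 and 2 in each of SHR livers 2 and 3. Short reads of another locus are argued against by their length of 22 nt. The further livers are deeper, and no biological explanation was tested for so few reads.

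By edgeR 0 arms differed between the strains in liver (8 at an unadjusted p under 0.05, 0 by DESeq2). No split can give fewer than 0, so that 10 of 10 splits of the livers gave at least as many says nothing about chance. By the window test 5 arms differed, and 4 of 10 splits gave at least as many, so chance cannot be excluded. The splits that part all 3 pairs of replicates gave 5 (the strains), 3, 3 and 6.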

How the results depend on the processing

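Tests with the batch term, with reads of at least 17 nt, without adjustment of p, over every arm detected, on summed strains, with at least 1 read in the avoided tissue, in sense orientation only, on clusters that do not overlap, are not nested or enter 1 pair only, and with homologous loci counted as known were chosen only after the result was seen. Of 222 values under an alternative, 171 kept their direction and their side of the threshold, or stayed within the spread, 3 reversed, 20 moved by more than the spread, 18 newly passed or rose past 1.5 times a count and 10 no longer did. Some of the 171 could not change. The fits of mir-742-3p, mir-741-3p and mir-293-5p have no expression filter, so a filter of at least 10 reads in at least 3 livers repeated their main values. Unless another value or the alternative's own construction shows it, the cause was not tested.

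In liver, the count of 0 arms by edgeR stayed at 0 under 19 of 21 alternatives, DESeq2 (10 arms at an unadjusted p under 0.05) and the replicate block among them. The main fit did not test mir-742-3p, mir-741-3p and mir-293-5p, which fell below its expression filter. Without the filter, over 550 arms, the count was 0 as well. With single livers left out, fits without the filter passed mir-742-3p and mir-741-3p, which these counts do not show. The window test of the paper gave 5 arms, and a batch term (six-tissue livers against further livers) without the expression filter gave 2 (mir-34a-5p and mir-463-5p). The replicate block gave log2 fold changes of -6.22 for mir-742-3p, -5.34 for mir-741-3p, 4.11 for mir-293-5p and 1.84 for mir-34a-5p, and -2.85 for the testis list, and changed no call. Scaling by the ocm moved the median log2 fold change of all arms from -0.01 to -0.12, and scaling by total reads to -0.12 as well.

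With 1 liver left out in turn, the log2 fold change of mir-742-3p ranged from -8.76 (without SHR liver 3, where both other SHR livers have 0 reads and the fitted value depends on the prior count) to -2.66 (without BN-Lx liver 3), and passed edgeR's adjusted p of 0.05 without BN-Lx liver 1 (-6.45), BN-Lx liver 2 (-6.35), SHR liver 2 (-5.20) or SHR liver 3. That of mir-741-3p ranged from -5.84 to -3.31 and passed without BN-Lx liver 1 (-5.84) or SHR liver 3 (-5.64). In the window test these arms had -6.66 and -4.96 and passed. For mir-34a-5p the log2 fold change was 1.94 in the window test and 1.80 with the batch term without the filter, and passed in both. With the testis-specific arms removed, mir-742-3p and mir-741-3p have no value, and their fit and that of mir-293-5p already have no expression filter. No alternative brought mir-293-5p or let-7a-5p past the threshold of edgeR or DESeq2.

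The window test gave 3 arms with a two-sided p and 29 without adjustment of p. With 1 liver left out it gave 0 to 7, with 0 without BN-Lx liver 3 and 2 without SHR liver 3. The mean log2 fold change of the testis list was 0.62 without the arms of the mir-463 cluster, not past the threshold of fry, which shows that the cluster carries its sign, and -1.0 without BN-Lx liver 3.

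Among tissues, BN-Lx alone gave 317 tissue-specific arms, 123 avoidant arms and 29 specific arms without homologues, and SHR alone 108 avoidant arms, since fewer conditions have to be met. At least 10 reads in every other tissue in each strain left 6 avoidant arms, at least 10 reads in the tissue left 7 specific arms without homologues, 1 thinned draw gave 12 and 9 in the same order, and the edgeR test gave 3 without homologues. At least 1 read in the avoided tissue left 5 avoidant arms. The other alternatives kept the count of tissue-specific arms between 155 and 301.

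The lowest and highest rho within a tissue were 0.909 and 0.962 with at least 1 read in both libraries and 0.803 and 0.885 after thinning. They were 0.871 and 0.949 with at least 10 reads in a library and 0.879 and 0.952 over every arm detected. The lowest rho between tissues was 0.389 with at least 1 read in both libraries. The lowest and highest between tissues were 0.381 and 0.750 with at least 10 reads in a library, 0.311 and 0.696 after thinning, 0.588 and 0.863 over every arm detected, and 0.619 and 0.876 with the strains summed as well.

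The share of known arms found in all tissues was 49.4% with 1 strain of each tissue sufficing, 22.4% with at least 5 reads in each library and 25.2% after thinning, and that of homologous arms was 5.26% with at least 5 reads. Both arms were found for 72.1% of hairpins with at least 2 reads, for 59.7% with at least 10 reads and for 88.2% in sense orientation only. Counting homologous loci as known gave 8 loci within 100 kb.

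Merging piRNA clusters within 50 kb gave 196 locations. Among next neighbours by midpoint that do not overlap, the share of pairs that point outwards was 0% (0 of 2 pairs), and 37.5% (3 of 8) at any length. It was between 82.4% and 96.4% under the alternatives that allow overlap.

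Depth limits the arms with few reads most. The testis libraries hold 26880 and 29131 reads, and the 32 arms avoidant in testis have 0 reads there. In the BN-Lx livers mir-293-5p has 1 read, and in SHR mir-741-3p has 3.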

Differences from the paper's values

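Of 26 values of the paper that were computed here as well, 5 differ. A correlation was taken to differ when the gap was larger than the margin of its 95% bootstrap interval here (from the middle of the interval to its end), a log2 fold change when it was larger than the standard error here, and a count or share when 1 value was more than 1.5 times the other, so smaller gaps remain among the other 21. The counting of homologous loci, the minimum of 1 read in the avoided tissue, the rho over every arm detected and over summed strains, the term for the six-tissue livers, the window test without adjustment of p and the pairs without overlap are tests chosen only after the result was seen.

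The lowest Spearman's rho between tissues was 0.486 here (BN-Lx liver against SHR testis), where the paper's value is 0.62. None of the 3 alternatives set before the data were examined, which were at least 1 read in both libraries (0.389), at least 10 reads in a library (0.381) and thinned libraries (0.311), comes within the margin of 0.0837 of the paper's value. The highest was 0.824 here and 0.87 in the paper. Of the same 3 alternatives, at least 1 read in both libraries (0.847) is within the margin of 0.0334 of the paper's value without reaching it, and at least 10 reads (0.750) and thinning (0.696) are not. Over every arm detected in the 12 libraries the lowest and highest were 0.588 and 0.863, and with the reads of the strains summed as well 0.619 (brain against testis) and 0.876 (liver against spleen), settings chosen after seeing the values.

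Tissue-avoidant arms numbered 41 here and 5 in the paper. Of 10 alternatives set before the data were examined, at least 10 reads in each of the other 5 tissues in each strain gave 6, and the others (3-fold, 10-fold, scaling by total reads, TMM factors, ocm over all loci, BN-Lx alone, SHR alone, thinned libraries and the edgeR test) gave between 12 and 123. With at least 1 read in the avoided tissue in each strain, chosen after seeing the values, 5 were left, and 0 of the arms of Table S2 were dropped.

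In liver, edgeR called 0 arms between the strains where the paper has 4 (8 arms at an unadjusted p under 0.05, 0 by DESeq2). Of the paper's 4, mir-742-3p, mir-741-3p and mir-293-5p fell below the expression filter, so these main fits could not call them. For mir-34a the paper also reports a difference by qPCR, which was not analysed here. Of 18 alternatives set before the data were examined, the window test of the paper gave 5, and the other 17 gave 0. As run here, the window test calls mir-742-3p, mir-741-3p and mir-34a-5p, which the paper calls, and mir-743a-3p and mir-471-3p, which it does not call, and leaves mir-293-5p at an adjusted p of 0.107 (range over its alternatives 0.0241 to 0.375). A window of 21 calls mir-293-5p and leaves out mir-34a-5p. A window of 61 and the livers without SHR liver 2 each give 7 arms, with all 4 of the paper's among them, as does the window test without adjustment of p (29 arms, dropping 0 of the paper's), which was chosen after seeing the values. The livers without SHR liver 3 give 2 arms, mir-293-5p and mir-1-3p. In edgeR without the expression filter, a term for the six-tissue livers against the further livers called mir-34a-5p and mir-463-5p, and mir-742-3p and mir-741-3p passed when single livers were left out; that term was chosen after seeing the values and drops 3 of the paper's 4 arms.

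Loci without homologues within 100 kb of known miRNAs numbered 5 here and 8 in the paper. No alternative was set before the data were examined. With homologous loci counted as known, chosen after seeing the values, there were 8.

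The paper places most avoidant miRNAs in brain. Here 3 of the 41 were in brain and 32 in testis, whereas the edgeR test placed 29 of 42 in brain and the minimum of 1 read 3 of 5. The paper describes the piRNA clusters of opposite strands as often next to each other with hardly any overlap. Among next neighbours by midpoint, 33 of the 35 pairs of large clusters overlap here, by a median of 10775 bp and up to 66677 bp. Over all clusters the overlap, counted once per pair, is 13.6% of the summed length of the clusters. For pairs of large clusters without overlap the paper gives an outward orientation. Here 31 of 35 pairs of next neighbours by midpoint, with or without overlap, pointed outwards, and 0 of the 2 without overlap. Clusters with another between their midpoints were not paired, so the 2 pairs do not decide on the paper's statement. The paper finds 2 arms specific to brain that were not called here, mir-3563-3p and mir-431-5p, which BN-Lx alone does call.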

Other observations

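The tests of depth and of read length reported here were all chosen only after the result was seen.

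More arms were specific to brain than to testis, and the brain libraries are deeper. A greater depth of the brain libraries as the cause is argued against by thinning every library to 26879 reads, after which the median over 100 draws was 83 arms in brain (75 to 92) and 37 in testis (34 to 40), with more in brain in all 100 draws. A difference between the tissues stays open as a hypothesis, and other technical differences, such as the PCR cycles of the testis libraries, were not tested.

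Of the arms without known homologues, 11 were specific to brain and 5 to testis with all reads. After thinning, the median was 2 in brain (0 to 5) and 5 in testis (4 to 6), and brain had more in 0 of 100 draws. This is consistent with a greater depth of the brain libraries behind the larger number in brain. Whether brain would still lead at a greater depth of testis cannot be seen from these libraries.

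The share of mir-122-5p was lower in the livers of the six-tissue set (26.6% and 32.2%) than in the further livers (39.9% to 45.6%). Reads of 15 or 16 nt, which the six-tissue files do not hold, are argued against as the cause, since without them the lowest share in the further livers was 39.92%. Sequencing batch, PCR cycles and the rats themselves cannot be told apart by these files, and the strains are balanced over both sets.

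In BN-Lx and SHR, mir-34a-5p had 202 and 3218 reads in heart, 6921 and 5135 in brain, 2553 and 1760 in spleen, 537 and 259 in kidney and 72 and 21 in testis, with a fitted log2 fold change of SHR over BN-Lx of 3.39 in heart, -0.15 in brain, -0.28 in spleen, -1.32 in kidney and -1.74 in testis, against 2.09 in liver. Of 20 tests of the paper's 4 liver miRNAs between liver and another tissue, those of mir-742-3p and mir-741-3p in heart have 0 reads there and could not pass, and 9 more rest on fewer than 10 reads in both libraries of the tissue. None of the 20 passed when adjusted over the list alone, with a smallest adjusted p of 0.220 by edgeR (3 at an unadjusted p under 0.05).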
